# The post-septic peripheral myeloid compartment reveals unexpected diversity in myeloid-derived suppressor cells

**DOI:** 10.3389/fimmu.2024.1355405

**Published:** 2024-04-24

**Authors:** Evan L. Barrios, Jack R. Leary, Dijoia B. Darden, Jaimar C. Rincon, Micah Willis, Valerie E. Polcz, Gwendolyn S. Gillies, Jennifer A. Munley, Marvin L. Dirain, Ricardo Ungaro, Dina C. Nacionales, Marie-Pierre L. Gauthier, Shawn D. Larson, Laurence Morel, Tyler J. Loftus, Alicia M. Mohr, Robert Maile, Michael P. Kladde, Clayton E. Mathews, Maigan A. Brusko, Todd M. Brusko, Lyle L. Moldawer, Rhonda Bacher, Philip A. Efron

**Keywords:** myeloid-derived suppressor cells, sepsis, transcriptomics, single-cell RNA sequencing, chronic critical illness

## Abstract

**Introduction:**

Sepsis engenders distinct host immunologic changes that include the expansion of myeloid-derived suppressor cells (MDSCs). These cells play a physiologic role in tempering acute inflammatory responses but can persist in patients who develop chronic critical illness.

**Methods:**

Cellular Indexing of Transcriptomes and Epitopes by Sequencing and transcriptomic analysis are used to describe MDSC subpopulations based on differential gene expression, RNA velocities, and biologic process clustering.

**Results:**

We identify a unique lineage and differentiation pathway for MDSCs after sepsis and describe a novel MDSC subpopulation. Additionally, we report that the heterogeneous response of the myeloid compartment of blood to sepsis is dependent on clinical outcome.

**Discussion:**

The origins and lineage of these MDSC subpopulations were previously assumed to be discrete and unidirectional; however, these cells exhibit a dynamic phenotype with considerable plasticity.

## 1 Introduction

Sepsis is defined as life-threatening organ dysfunction caused by a dysregulated host response to infection (1), with survivors experiencing either a rapid recovery or chronic critical illness (CCI) (2). The emergency myelopoietic response to sepsis is characterized by hematopoietic stem and progenitor cell (HSPC) expansion and preferential differentiation along myeloid pathways (3–7). We and others have previously demonstrated that sepsis induces an expansion of circulating myeloid-derived suppressor cells (MDSCs), and that both an increase in and persistence of specific MDSC subpopulations are seen in sepsis patients with poor clinical outcomes (4, 8, 9).

Three MDSC subpopulations are typically described based on cell surface expression, mechanisms of immune suppression, and inflammatory profiles: granulocytic (PMN-), monocytic (M-), and early (E-) MDSCs (10, 11). Although these MDSCs differ phenotypically, they are all capable of suppressing T-lymphocyte proliferation (4, 12). As research into the myeloid compartment during inflammation expands, the complexity of intermediate cell types is just beginning to be understood. Indeed, Hegde et al. recently concluded that suppressive myeloid cell types, including MDSCs, *“are highly heterogeneous and context dependent”* (13). The authors presented an emergent view of MDSCs that emphasizes heterogeneity and plasticity in contrast to the classical view of MDSCs as the midpoint in a differentiation pathway that results in terminally-differentiated monocytes and granulocytes (13).

Single-cell RNA-sequencing (scRNA-seq) details the transcriptomes of complex and heterogeneous cell mixtures. An extension of this technique, Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-seq), simultaneously profiles cell surface proteins for each cell. We initially performed CITE-seq in order to identify MDSC subpopulations based on cell surface markers/cell phenotypes, as our previous results (14) indicated that MDSCs from septic patients may not express some of the classic genes found in MDSCs from cancer patients, making them difficult to identify. We compared the transcriptomes of myeloid cells from healthy subjects, acutely septic patients, and patients with good and poor clinical outcomes at later time points after sepsis. We found that MDSC subpopulations evolve over time and that outcome-dependent MDSC subpopulations exist. Specifically, we identified a novel hybrid (H)-MDSC phenotype unique to some sepsis survivors with poor clinical outcomes as well as acutely septic patients that progressed to CCI. Additionally, our findings suggest that the proliferation and cytokine production of lymphocytes, when co-cultured with MDSCs, vary at different time points after sepsis. Importantly, MDSCs do not express key genes seen in cancer whose downstream products suppress T-cell responsiveness. Overall, our results demonstrate a critical need for disease- or “context-” specific understanding of MDSCs when considering host-specific immune dysfunction and potential therapies.

## 2 Materials and methods

### 2.1 Study design

Our study design was previously reported by Darden et al. (14). To summarize, this prospective, observational cohort study was registered with *clinicaltrials.gov* (NCT02276417) and conducted at a tertiary care, academic research hospital. The objective of the study was to better understand the myeloid response (specifically blood MDSCs) to acute sepsis, and to identify transcriptomic differences in sepsis patients who rapidly recover versus those who develop CCI. Our hypothesis was that differences in the myeloid transcriptomic landscape could explain why some sepsis patients rapidly recover while others develop CCI.

Sepsis designation occurred through an electronic medical record-based Modified Early Warning Signs-Sepsis Recognition System (MEWS-SRS), which uses white blood cell count, heart rate, respiration rate, blood pressure, and mental status to identify patients at risk for sepsis. All patients with sepsis were treated with early goal-directed fluid administration, initiation of broad-spectrum antibiotics, and vasopressor administration if appropriate. Antibiotic treatment was tailored to culture results and antibiotic resistance information.

Inclusion criteria:

Admission to the intensive care unit (ICU).
Age >17 years.
Diagnosis of sepsis or septic shock according to the 2016 SCM/ESICM International Sepsis Definitions Conference (1).
Initial septic episode while hospitalized.
Management of patient via the sepsis clinical management protocol (15).

Exclusion criteria:

Refractory shock.
Inability to achieve source control.
Pre-sepsis expected lifespan <3 months.
Expected withdrawal of care.
Severe congestive heart failure (NYHA Class IV).
Child-Pugh Class C liver disease or undergoing evaluation for liver transplant.
HIV infection with CD4^+^ count <200 cells/mm^3^.
Prior organ transplant, use of chronic steroids, or immunosuppressive agents.
Pregnancy.
Institutionalized or other vulnerable patients.
Chemotherapy or radiotherapy treatment within 30 days of sepsis onset.
Severe traumatic brain injury (defined by radiologic evidence and GCS <8).
Spinal cord injury with permanent deficits.
Unable to obtain informed consent.

CCI was defined as ICU length of stay >13 days with persistent organ dysfunction as measured by the Sequential Organ Failure Assessment (SOFA) score. Patients were also designated CCI with <14 days ICU length of stay if they were transferred to another hospital, or discharged to a long-term acute care facility or hospice with evidence of persistent organ dysfunction (4, 16).

### 2.2 Human blood collection and sample preparation

Whole blood samples were collected at the following time points: 4 ± 1 days and 14-21 days after sepsis (16). For the former, we enrolled 4 patients diagnosed with septic shock (1) in order to guarantee a strong host response and transcriptomic alterations in circulating leukocytes. Interestingly, only half of these septic shock patients went on to develop CCI (17, 18). Samples from 5 patients who developed CCI and 4 patients who rapidly recovered after sepsis were obtained from additional patients between 14-21 days after sepsis diagnosis. We previously determined this time point to be key to MDSC differentiation as well as distinguishing CCI from rapid recovery (4, 16). In addition, whole blood was collected from 12 healthy subjects (1, 2). The proportion of men and women did not differ between sepsis patients and healthy subjects (**Table 1**). Healthy subjects trended towards being younger than sepsis patients, although they still met the criteria of middle age (>45 years), encompassing patients who have poor outcomes after sepsis compared to younger cohorts (17, 18). Healthy subjects and septic patients had similar underlying comorbidities (most commonly hypertension, chronic obstructive pulmonary disease, and diabetes mellitus).

**Table 1:** Patient characteristics between cohorts.

	Healthy Subjects (n=12)	Sepsis Day 4 ± 1 (n=4)	RAP Days 14-21 (n=4)	CCI Days 14-21 (n=5)	p-value
Male, # (%)	7 (58)	1 (25)	1 (25)	3 (60)	0.48
Age in years, (μ ± SD)	46 ± 10	67 ± 22	61 ± 16	58 ± 18	0.08
BMI (μ ± SD)		39 ± 19	37 ± 20	21 ± 3	0.19
Septic shock, # (%)		4 (100)	1 (25)	4 (80)	
CCI (median)		5.5	2	2	
Comorbidities (#)	Cancer (1), COPD (1), DM (1), HTN (3)	COPD (1), DM (2), HTN (4)	COPD (1), DM (1), HTN (4)	DM (1), HTN (2)	
Admission Diagnosis (#)		NSTI (1), Choledocholithiasis (1), SBO (1), Planned operation (1)	NSTI (2), SBO (2)	Planned operation (1), Complication (1), Intra-abdominal abscess (1) Pancreatitis (1), MCC (1)	

Cohorts are healthy subjects, acutely septic patients, and late sepsis patients who experienced rapid recovery (RAP) and chronic critical illness (CCI). BMI, body mass index; CCI, Charlson comorbidity index; COPD, chronic obstructive pulmonary disease; DM, diabetes mellitus; HTN, hypertension; NSTI, necrotizing soft tissue infection; SBO, small bowel obstruction; MCC, Motorcycle crash.

Each blood collection underwent two enrichment procedures. Peripheral blood mononuclear cells (PBMCs) were collected from half of each sample using Ficoll-Paque™ PLUS (Millipore Sigma, St. Louis, MO) and density gradient centrifugation. Myeloid cells were collected using the RosetteSep™ HLA Myeloid Cell Enrichment Kit (STEMCELL Technologies, Vancouver). A 1:3 mixture of enriched PBMCs: myeloid cells was created in order to adequately analyze the small target population (MDSCs, especially in healthy subjects) while also allowing for characterization of other important immune cell populations using CITE-seq.

#### 2.2.1 Human T-cell isolation and proliferation assay

Total T cells in the PBMC suspension were captured by immunomagnetic negative selection using EasySep™ Human T Cell Isolation Kits (STEMCELL Technologies, Vancouver) according to the manufacturer’s instructions. Isolated CD3^+^ lymphocytes were labeled with cell trace violet (Thermo Fisher, Waltham, MA) to assess T-cell proliferation. T lymphocytes (1 x 10^5^ CD3^+^) were seeded into a 96-well plate and stimulated with soluble anti-CD3/CD28 antibodies (STEMCELL Technologies, Vancouver) or without, which served as the control. CD66b^+^ cells were also isolated from the PBMC fractions using EasySep™ positive selection kits (STEMCELL Technologies, Vancouver) and were co-cultured with stimulated T cells in a 1:1 ratio at 37°C and 5% CO_2_. After 4 days, cells were harvested and supernatants were obtained for cytokine analysis. Cells were stained with anti-CD8 FITC and anti-CD4 PE and analyzed via flow cytometry (ZE5 Cell Analyzer, Bio-Rad Laboratories, CA). Proliferation indices were calculated as the total number of cell divisions divided by the number of cells that went into division (considering cells that underwent at least one division).

#### 2.2.2 Cytokine analysis

Human high sensitivity T cell magnetic bead 6-plex panels (IFN-γ, IL-10, IL-12 (p70), IL-17α, IL-2, IL-23) were purchased from EMD Millipore (Billerica, MA). Supernatants after cell culture were used for T cell-associated cytokines. xPONENT software (EMD Millipore, Billerica, MA) was used for cytokine analysis.

#### 2.2.3 Flow cytometry

PBMC samples were analyzed fresh (not frozen and rethawed) due to differential viability of cell populations, particularly granulocytes (19, 20). Although the PBMC fraction excludes mature granulocytes, it does contain low-density granulocytes that are presumed to include PMN-MDSCs (21). Classically, human blood MDSCs are defined from PBMCs as: M-MDSCs (CD11b^+^CD14^+^CD33^+^HLA-DR^low/-^) and PMN-MDSCs (CD11b^+^CD15^+^HLA-DR^low^CD66b^+^) (22). Our preliminary flow cytometric analysis revealed that CD15 was not a good cell surface marker to isolate CD14^-^ cells from PBMCs (**Figure S1C**). In fact, the analysis of CD33^+^CD11b^+^HLA-DR^low/-^ cells revealed heterogeneity in CD14 and CD15 cell surface expression. Thus, we chose to isolate CD66b^+^ cells from PBMCs to obtain PMN-MDSCs (**Figure S1C**).

### 2.3 Statistics

#### 2.3.1 scRNA-seq read preprocessing

Gene expression and feature-barcoding data were generated using 10x Genomics v1.1 5’ chemistry and were sequenced on an Illumina HiSeq^®^ with a target of 10,000 cells per sample (23). The Cell Ranger (10X Genomics) software suite was used to process base calls into FASTQ files, which were checked for quality control aberrations using FastQC v0.11.7 (24). A spliced + intronic, or *plice*, reference transcriptome was generated from the hg38 reference genome (25). Reads were pseudoaligned to the reference transcriptome with alevin-fry v0.8.1; USA mode was used for gene expression reads in order to provide separate quantifications of spliced, unspliced, and ambiguous mRNA abundance (26–28). The counts of 11 cell surface proteins of interest were also quantified using alevin-fry. Splicing-aware gene expression quantification was performed using Ensembl transcript IDs, with final counts matrices aggregated using Ensembl gene IDs.

#### 2.3.2 scRNA-seq data processing

Downstream data processing and analysis were performed primarily in R v4.2.3, with some additional processes written in Python v3.8 as required (29, 30). After loading the unfiltered spliced, unspliced, and ambiguous mRNA counts into R using fishpond package v2.4.1, we defined total mRNA counts as the elementwise sum of all three counts matrices and added the ambiguous counts to the spliced counts matrix (31). Unless otherwise specified, total mRNA counts were used as input throughout the analysis. Empty droplets and ambient mRNA were then identified and filtered out using the DropletUtils package v1.18.1 (32, 33). Cells with an estimated false discovery rate of <0.01 were kept for each sample. Next, the percentage of spliced reads coming from mitochondrial genes was computed for each cell, and cells with less than 5% mitochondrial DNA were kept (no significant difference between healthy and septic samples). Cell surface protein counts were imported as well, and cells that had valid gene expression barcodes but not protein barcodes were assigned a value of “0” for each protein. The raw counts matrices were then formatted and merged using the Seurat package v4.3.0, providing a single object with total, unspliced, and spliced mRNA as well as cell surface protein assays (34). Cells with less than three spliced and unspliced transcripts were removed by filtering; thus, the final merged dataset comprised 28,952 genes and 119,062 cells.

The total mRNA counts were scaled by library size factors and log1p-normalized, while protein counts were normalized via a centered log ratio transformation across each gene. Four thousand highly variable genes (HVGs) were identified using a local polynomial regression between the log of expression variance and the log of mean expression as implemented in the FindVariableFeatures function. After scaling the normalized counts, 100 principal components were computed using the set of HVGs as input, and each cell was scored and assigned a cell cycle phase as described previously (35). Next, the 25 different samples were integrated by the Harmony package v0.1.1, which corrects the existing Principal Component Analysis (PCA) embedding (36). The first 50 principle components were used as input, and a two-dimensional UMAP embedding was computed using the cosine distance on the resulting 50 Harmony components (37). Lastly, an approximate shared nearest neighbors graph was computed on the first 50 Harmony components using the cosine distance with the number of nearest neighbors set to 100, and the resulting graph was partitioned into clusters via Louvain modularity optimization using a resolution of 0.1 (38).

#### 2.3.3 scRNA-seq annotation

After clustering, the SingleR package v2.0.0 was used with several different immune reference datasets with known labels to assign a most-likely broad cell type to each cluster (39–44). In addition, the Azimuth package was used to map reference labels from an annotated dataset of healthy human PBMCs to each cell at multiple levels of granularity (34). Lastly, between-cluster differential expression testing was performed using the Wilcoxon rank-sum test with *p*-values adjusted via the Bonferroni correction. Genes were considered for testing if they were expressed by at least 25% of the cells in the cluster being tested, and results were retained if the mean log2 fold-change was greater than 0.25 and the adjusted *p*-value was less than 0.05 (45, 46). After a comparison of the resulting differentially expressed gene sets (DEGs) with canonical marker genes from the literature and an investigation of the unsupervised annotations, a broad cell type identity was manually assigned to each cluster.

After subsetting the initial dataset to just the cluster labeled as monocytes, cells with confident T-cell labels from Azimuth were filtered out and the data were split into two groups based on whether the cells came from healthy subjects or septic patients. Subcluster analysis was performed on the monocytes from the healthy subjects and septic patients. Briefly, the data were reprocessed and reintegrated as described before, though the number of HVGs was lowered to 3,000 and only 30 principal components were used as input to the integration, nonlinear dimension reduction, and clustering routines. In addition, the number of estimated nearest neighbors was reduced based on the smaller sizes of the subsets. Any further subclustering of heterogeneous cell types was performed using the same methods. Differential expression testing was again used to identify potential marker gene sets, and a fine cell type label was manually assigned to each cluster. Lastly, the cell type labels were subjected to confirmatory analysis using the available cell surface protein data as needed.

#### 2.3.4 scRNA-seq differential expression

Differential expression testing between for each time point versus healthy subjects in the “*classically*” annotated MDSCs was performed using a pseudobulk approach. Counts across all cells for each patient were aggregated and summed, then the DESeq2 method was applied for differential testing using the muscat R package v1.14.0 (47). The cell-type specific marker gene expression testing on the MDSCs annotated using the “*emergent*” view was performed using the FindAllMarkers function in Seurat using the Wilcoxon test.

Differentially expressed testing between sepsis groups was performed using linear mixed models. Each gene was tested between comparison groups for M-MDSCs, as they were the only population of MDSCs with a sufficient number of cells (n > 50) per group. Normalized expression was used as the response, with a binary indicator for sepsis group as the sole fixed effect. A random intercept was included for each sample, and models were fit via the maximum likelihood estimation using the MixedModels.jl Julia package (48, 49). After recording expression statistics such as mean expression per group, raw fold change, and log2 fold change, the *p*-value of the group difference fixed effect from the linear mixed model was used to determine the significance of differential expression after adjustment using the Holm correction (38, 50).

#### 2.3.5 Enrichment of genes with high transcriptional activity in MDSCs

The unspliced ratio per gene per cell was calculated as (unspliced counts + 1) divided by the (spliced counts + 1), then the mean for each gene was calculated separately for the MDSC subpopulations. Genes having a mean ratio greater than 1.1 were considered as having a high degree of active transcription. The gprofiler2 R package v0.2.1 (51) was used to identify significantly enriched biological processes for each set of genes, then a network-based approach was performed to better understand biological functions using the vissE R package v1.8.0 (52). Similarities among the enriched processes were computed using the Jaccard index and then used to build an overlap network. Clusters of enriched gene-sets were identified by graph clustering; for each cluster a frequency analysis of words in the gene-set names indicates the most relevant biological functions.

#### 2.3.6 scRNA-seq trajectory inference and RNA velocity

After annotating the septic monocytic cells, the data were further subject to only include the cell types thought to be relevant to MDSC development and differentiation: classical and non-classical monocytes, conventional dendritic cells (cDCs), and MDSCs. This subset was re-embedded using UMAP, and the cells were reclustered using the re-computed simulated neural network graph as input to the Louvain algorithm (37). After extracting the UMAP parameters from the output of the RunUMAP function, we used the uwot R package to regenerate the fitted UMAP model and nearest neighbor data that were generated internally (53). From this output we extracted the UMAP connectivity graph, which is a sparse representation of the fuzzy simplicial data set that can be loosely interpreted as a metric of how likely connections are between cells (37). The raw counts matrices, metadata for cells and genes, nearest neighbor graphs, PCA, Harmony, UMAP embeddings, and the UMAP connectivity graph were used to generate an AnnData object in Python that exactly matched the preprocessing used when annotating the cells in R (54).

The preprocessed data were used as input to an RNA velocity estimation workflow built around the scVelo package v0.2.5. After computing first-order moments of the spliced and unspliced counts, the dynamical velocity model was used to estimate per-gene velocities and a cell-level velocity graph, after which the velocities were projected onto the existing UMAP embedding (55, 56). Next, transition probability matrices, absorption probabilities, and initial and terminal cell state likelihoods were estimated based on a weighted kernel of the velocity estimates and UMAP connectivities using the CellRank package v1.5.1 (57). The resulting cell fate probabilities then served as a prior for the estimation of a gene-shared latent time for each cell. Lineage driving genes were identified by estimating the Spearman correlation of each gene’s expression with absorption probabilities for each identified cell fate. Finally, a directed partitioned graph abstraction was estimated and projected into the existing UMAP embedding using the state probability and latent time estimates as priors; these computations were performed using the partition-based graph abstraction (PAGA) algorithm as implemented in v1.9.3 of the Scanpy package (58, 59). In addition, an undirected graph abstraction was used as the initialization for a force-directed graph embedding of the cells, after which the graph abstraction was recomputed on the resulting embedding. This layout of the cells was used to display inter-cell type connectivities, which were estimated as described previously using UMAP (60, 61).

Differences in the dynamical model parameters (state probabilities, velocity length and pseudotime, cell stability index, and lineage priming) were tested between septic groups within MDSC subpopulations using a linear mixed model. Specifically, the nlme R package v3.1-162 (62) was used to fit a model with fixed effects of cell type, group, their interaction, and a random intercept for subject. Pairwise testing was then obtained using contrasts of interest (across groups within cell type) with the emmeans R package v1.8.7 (63).

#### 2.3.7 Determination of sample size adequacy for assays

For estimating power for scRNA-seq, assuming detection of 10% in the proportion of MDSCs between cohorts with a 4% standard deviation, at least 4 subjects are required in each group to reach 90% power using a two sample t-test at the two-tailed 5% alpha level. This was established on the pilot study (64). Considering flow cytometry, this was not an endpoint of our analysis and therefore we reviewed available data at the onset of the study in order to determine gating for our cell subpopulation proportions. A power analysis was not conducted. Regarding T-cell proliferation and T-cell cytokine supernatant production, using a minimum of n=8 per group, assuming a difference of means of 26 with standard deviation 14 (based on prior data from similar assays) achieves 93% power based on a two sample t-test at the two-tailed 5% alpha level.

## 3 Results

### 3.1 MDSC subpopulations initially defined by classical cell surface markers

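CITE-seq counts the messenger RNA molecules of single cells together with antibody tags bound to surface proteins. RNA and surface protein libraries of 17 subjects were analysed, from 7 healthy subjects, 4 septic patients at day 4 (Day 4), 4 late sepsis patients with rapid recovery (RAP) and 2 late sepsis patients with chronic critical illness (CCI). The septic subjects are numbered D1 to D4 at Day 4, R1 to R4 for RAP, and C1 and C2 for CCI. The authors counted the RNA molecules of each gene in every droplet with alevin-fry as spliced, unspliced or ambiguous, against a reference made from hg38, and deposited these counts for 36601 genes without normalization and without a filter on droplets. The RNA libraries held between 3002919 and 66774324 counts, with a median of 12503948 in healthy subjects, 6019204 at Day 4 and 18731744 in RAP, and with 24291507 and 24532068 in CCI. Of 161226 droplets called as cells, 94999 were kept, 39976 from healthy subjects, 15009 from Day 4, 28550 from RAP and 11464 from CCI. The number of cells ranged from 1034 to 10804 per subject, and the median count per cell ranged from 168 to 3838.5 between subjects. The protein libraries covered 11 proteins and held between 80906 and 333062 counts. The subject is the replicate throughout, and each SD is between subjects.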

We used CITE-seq to analyze single-cell transcriptomic profiles of MDSCs in blood from healthy subjects (n=12) and surgical sepsis patients at 4 ± 1 (n=4) and 14-21 (n=9) days after sepsis onset (65). Septic patients at 14-21 days were further divided based on their clinical outcomes at time of sampling, defined as either ‘rapid recovery’ (n=4) or development of CCI (n=5). Sex, age, and BMI were similar between cohorts (**Table 1**).

Similar to flow cytometry phenotyping, CITE-seq employs conventional cell surface markers for myeloid cell subpopulations to define E-MDSCs (Lin^−^HLADR^low/−^ CD33^+^CD11b^+^CD14^−^CD15^−^CD66b^−^), PMN-MDSCs (Lin^−^CD33^+^CD11b^+^CD14^−^ and CD15^+^ or CD66b^+^), and M-MDSCs (Lin^−^HLADR^low/−^CD33^+^CD11b^+^CD14^+^CD15^−^CD66b^−^), as well as CD14^+^CD16^−^ (classical) and CD14^dim^CD16^+^ (non-classical) monocytes (while removing platelets, erythrocytes, HSPCs, γδ T cells, and innate lymphoid cells). This is consistent with the classical monolithic view of myeloid differentiation described by Hegde (**Figure 1A**) (13). 

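The surface definitions were applied to the protein counts of 49498 monocytic cells, 17316 from healthy subjects, 10520 from Day 4, 14417 from RAP and 7245 from CCI. A protein was taken as present at 1 count or more and as absent or low at 0, and a cell without a protein barcode counted as 0 for each protein. CD33 was not among the 11 proteins, so that the lineage was taken from the transcriptome. A protein barcode was found for 23.8% to 84.7% of the cells of a subject, and the median protein count per cell ranged from 0 to 23 between subjects. M-MDSCs by this gate made up 1.49% ± 0.824 (SD, n = 7) of the monocytic cells of healthy subjects, 2.11% ± 0.753 (n = 4) at Day 4, 1.49% ± 0.296 (n = 4) in RAP and 1.57% ± 1.21 (n = 2) in CCI. PMN-MDSCs made up 2.03% ± 0.882, 2.13% ± 0.472, 2.32% ± 0.626 and 1.35% ± 0.791 in the same order. E-MDSCs made up 0.250% ± 0.175, 0.315% ± 0.154, 0.258% ± 0.0938 and 0.195% ± 0.142. For the M-MDSC gate, Day 4 lay 0.616 percentage points above healthy subjects (exact two-sided permutation test, p = 0.242, adjusted p = 0.991 over 12 comparisons), less than the spread between subjects. For PMN-MDSCs the difference was 0.101 points (exact two-sided permutation test, p = 0.833), and it was -0.0656 points without D4. CD3 counts were rarely highest in the T-cell classes of a subject, which limits what gates on these counts can separate.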

Historically, flow cytometry classification of MDSCs is performed directly on isolated PBMCs (4, 16) and our analysis revealed that PMN-MDSCs made up the majority of MDSCs in isolated PBMCs of representative septic patients, consistent with prior literature (**Table 2**) (4, 16).

**Figure 1:**
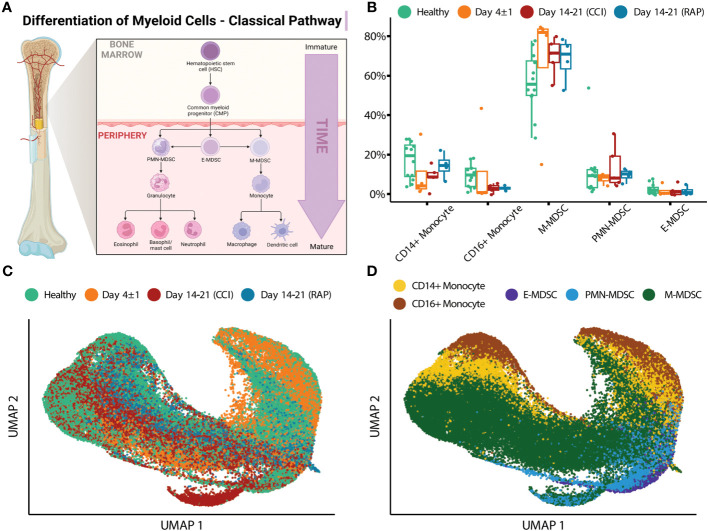
Single-cell analysis of myeloid cells using surface protein makers. **(A)** Illustration representing the historical/classic/monolithic definition of MDSCs. E-, PMN-, and M-MDSCs are the predominant subpopulations with distinct phenotypes and functions (modified from Hegde et al. (13)). Created with BioRender.com. **(B)** Cell proportions of monocyte subtypes and MDSCs relative to overall monocytic cells are shown for healthy subjects (“Healthy”) (n=12), septic patients 4 days following diagnosis (“Day 4 ± 1”) (n=4), and septic patients at days 14-21 (separated into those experiencing chronic critical illness (“CCI”) (n=5) or those who rapidly recovered (“RAP”) (n=4)). **(C)** UMAP embedding of single-cell transcriptomes of peripheral blood mononuclear cells (PBMCs). Cells are colored by the timepoint at which the samples were taken. Samples from day 4 and days 14-21 are from septic patients. **(D)** Similar to **(C)**, with cells colored by cell type. M, monocytic; PMN, granulocytic; E, early.

**Table 2:** Percentage of total MDSCs and MDSC subpopulations from PBMCs via flow cytometry.

MDSC Subpopulation	Healthy Subjects (n=6)	Sepsis Day 4 ± 1 (n=7)	Sepsis Days 14-21 (n=3)
% Total MDSCs	15.1 (8.1, 16.6)	39.2 (25.2, 55.6)	44.8 (35.6, 56.3)
% E-MDSC	68.1 (49.8, 78.7)	1.4 (0.7, 5.9)	2.3 (2.2, 9.0)
% PMN-MDSC	14.6 (7.4, 36.9)	79.5 (64.4, 89.0)	80.7 (52.0, 85.1)
% M-MDSC	9.2 (4.9, 12.7)	9.1 (8.1, 12.7)	11.5 (9.7, 35.9)
% Ungated	2.0 (1.4, 3.2)	0.7 (0.5, 1.3)	0.7 (0.7, 3.1)

Percentages of MDSC populations in representative septic patients. Blood was collected from healthy subjects (n=6), day 4 ± 1 septic patients (n=7), and late sepsis patients at days 14-21 (n=3)). PBMCs were isolated and prepared for flow cytometry. Viable cells determined followed by gating of CD11b^+^ and CD33^+^ cells. HLA-DR^low^ cells selected to capture total MDSCs. CD11b^+^ CD33^+^ HLA-DR^low^ cells outside the gating of the three MDSC subpopulations are classified as “% Ungated.” Results reported as median (Q1, Q3). E, early; PMN, granulocytic; M, monocytic.

We then evaluated cell proportions using transcriptomics with confirmation via flow cytometry. Myeloid cell enrichment was necessary in this step in order to detect MDSCs in healthy subject samples during CITE-seq as they are a relatively rare population (*see Methods Section entitled “Human Blood Collection and Sample Preparation”*). Both single-cell transcriptomics and flow cytometry revealed an overall increase in total MDSCs acutely after sepsis (**Figure 1B** and **Table 3**). 

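In the CITE-seq protein counts, the 3 gates together held 4.55% ± 1.09 (SD, n = 4) of the monocytic cells at Day 4 and 3.77% ± 1.78 (n = 7) in healthy subjects. The difference of 0.782 percentage points was smaller than the spread between subjects (exact two-sided permutation test, p = 0.461, adjusted p = 0.991). With each Day 4 subject left out in turn, it stayed between 0.458 and 1.30 points. The RAP subjects had 4.06% ± 0.515 (n = 4) and the CCI subjects 3.11% ± 2.15 (n = 2), 0.292 points above and 0.658 points below healthy subjects (exact two-sided permutation tests, p = 0.742 and p = 0.556). The CCI difference was 0.859 points without C2, and the smallest p that 2 subjects against 7 allow is 0.0278. The alternative that moved the Day 4 difference most was a gate without CD11b, which gave 5.92 points. The paper reads its CITE-seq shares together with flow cytometry, which was not used here, and states that total MDSCs rise in acute sepsis.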

We plotted the cells via UMAP based on timepoint after sepsis (**Figure 1C**) and myeloid cell subtype (**Figure 1D**), which revealed heterogeneity of these cells when analyzing their single cell transcriptomes. The classification of MDSCs based on cell surface phenotypes is somewhat dependent on the method of analysis, and as the myeloid enrichment kit (STEMCELL) uses CD33 (and CD33 is expressed on all MDSCs), this was our first inclination that an alternative method of classifying cells by subpopulation would be necessary.

**Table 3:** Percentage of total MDSCs and MDSC subpopulations from PBMCs and enriched myeloid cells via flow cytometry.

MDSC Subpopulation	Healthy Subjects (n=9)	Sepsis Day 4 ± 1 (n=3)	Sepsis Days 14-21 (n=6)
% Total MDSCs	0.3 (0.1, 0.3)	3.1 (1.8, 3.6)	0.8 (0.5, 1.3)
% E-MDSC	1.3 (1.1, 5.3)	0.7 (0.5, 1.2)	1.0 (0.5, 6.0)
% PMN-MDSC	22.9 (11.6, 30.3)	26.7 (16.5, 34.5)	23.5 (16.0, 39.9)
% M-MDSC	67.1 (64.6, 83.1)	71.0 (64.0, 81.4)	68.2 (57.2, 80.6)
% Ungated	0.3 (0.0, 0.5)	0.6 (0.3, 1.6)	0.5 (0.3, 0.7)

Percentages of MDSC populations in representative septic patients. Peripheral blood mononuclear cells and myeloid cells were collected from the same septic cohorts (n=3 for acute sepsis and n=6 for late sepsis patients) and healthy subjects (n=9). A 3:1 mixture of myeloid cells: enriched PBMCs were prepared for flow cytometry. Cells outside the gating of the three MDSC subpopulations are classified as “% Ungated.” Results reported as median (Q1, Q3). E, early; PMN, granulocytic; M, monocytic.

Next, we performed pseudobulk differential gene expression between septic patients at day 4 and days 14-21 post-sepsis diagnosis compared to healthy subjects to assess possible differences among septic groups. 

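For each subject, the counts of the cells of a population were summed into a pseudobulk library, and all groups were fitted together by edgeR's quasi-likelihood method after TMM normalization, with levels in CPM, counts scaled to a common library size. The M-MDSC pseudobulk took the CD14 lineage cells, which are the cells of the CD14+ monocyte cluster and of cluster 2, which the M-MDSC list fitted best. This pseudobulk takes in CD14+ monocytes, so that it is not matched to the paper's M-MDSCs. Both clusters ran against the paper's M-MDSC markers (Spearman correlations of -0.261 and -0.590). The paper's lists compare MDSCs with one another, so that these correlations cannot decide the match. It held 6161 cells of 7 healthy subjects, 3802 cells of 4 subjects at Day 4, 4837 cells of 4 RAP subjects and 4308 cells of 2 CCI subjects. A subject's sum ranged from 435995 to 5577211 counts in healthy subjects, 626697 to 3427499 at Day 4, 268242 to 5800538 in RAP and 5150154 to 8436451 in CCI. The PMN-MDSC pseudobulk took the monocytic cells of the PMN-MDSC surface gate, 381 cells of 6 healthy subjects, 243 cells of 4 subjects at Day 4, 373 cells of 4 RAP subjects and 91 cells of 2 CCI subjects. Its sums were smaller, from 20473 to 312995 counts in healthy subjects, 21993 to 139937 at Day 4, 19964 to 240789 in RAP, and 128689 and 172905 in CCI. No CEACAM8 or MMP8 count was found in it, among 728531 counts in healthy subjects, 305622 at Day 4, 644248 in RAP and 301594 in CCI. Subjects with fewer than 10 cells of a population were left out of its fit.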

Dramatic differences in gene expression within MDSC subpopulations (specifically PMN- and M-MDSCs, which were most abundant) were observed that varied over time (**Figure 2**). 

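In the PMN-MDSC pseudobulk, the median absolute log2 fold change from healthy subjects over 3975 genes was 0.45 at Day 4, 0.36 in RAP and 0.49 in CCI. Unchanged groups of the same sizes were simulated 20 times against the same healthy subjects, with each gene drawn on its own. They gave 0.33, 0.30 and 0.40 on average. The CCI group has the fewest subjects, and its simulated value was the largest of the 3.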

Considering PMN-MDSCs, by comparing each differential expression test performed against healthy subjects, we found more extreme fold-changes in late sepsis patients who developed CCI compared to acutely septic patients (**Figure 2A**, left panel). Conversely, gene expression for late sepsis patients who rapidly recovered returned towards that seen in healthy subjects when compared to both acute sepsis and late sepsis with CCI. Gene expression for rapid recovery and CCI patients compared to healthy subjects also tended to diverge (**Figure 2A**, middle and right panels). 

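Across the 3975 genes, the log2 fold changes of RAP and CCI had a Pearson correlation of 0.663, those of Day 4 and RAP of 0.516, and those of Day 4 and CCI of 0.375. Genes are not independent replicates, and the comparisons share their healthy subjects, so that unchanged simulated groups gave 0.136, 0.146 and 0.118.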

Overall, 52 genes were differentially expressed in PMN-MDSCs from acutely septic patients; however, only three of these genes were also significantly differentially expressed in patients who rapidly recovered and those who developed CCI (**Figure 2B** **;** **Supplementary File 1**). 

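Among the 3975 genes tested in the PMN-MDSC pseudobulk, edgeR called 152 at an unadjusted p under 0.01 for Day 4 against healthy subjects (112 higher, 40 lower), 51 for RAP (39 higher, 12 lower) and 46 for CCI (25 higher, 21 lower). By DESeq2, 124 were higher and 41 lower for Day 4, 30 and 24 for RAP, and 14 and 27 for CCI. By edgeR without D4, 42 were higher and 45 lower for Day 4. At a Benjamini-Hochberg adjusted p under 0.05, edgeR called 61 genes for Day 4 (46 higher, 15 lower), 1 for RAP and 0 for CCI. For CCI, 199 genes had an unadjusted p under 0.05 with edgeR, and DESeq2 called 2 genes at an adjusted p under 0.05. The Day 4 counts rested on single subjects, with 126 adjusted calls without D1, 96 without D2, 30 without D3 and 1 without D4, and with 87 genes at the unadjusted threshold without D4. In D4 the mitochondrial filter removed 83.2% of the called droplets, the most of any subject. Only 13.3% of its RNA counts lay in cells, and its spliced share of 75.2% was the lowest. Whether the quality of this library gave calls that rest on D4 was not tested. For RAP, the unadjusted count was 29 without R1 and 31 without R2, and the single adjusted call was lost without R2 and without R3. For CCI, the unadjusted count was 28 without C2, where 1 adjusted call appeared. Without the filter on low counts, the unadjusted Day 4 count was 552, and with only the 2 groups compared, where 1314 genes were tested, it was 34. Of the genes at the unadjusted threshold, 8 were shared by all 3 comparisons, 23 by Day 4 and RAP, 16 by Day 4 and CCI and 17 by RAP and CCI. The simulated unchanged groups gave averages of 0, 0.05, 0.05 and 0.05. They draw each gene on its own, so that they cannot show that the overlaps exceed chance. Splits of the same subjects, the real one included, reached the unadjusted count in 15 of 100 for Day 4 and 18 of 100 for RAP. Overlaps were not counted in the splits. None of the 8 shared genes passed the adjusted threshold of edgeR in all 3 comparisons. On simulated counts for Day 4 against healthy subjects, with 3419 genes tested, edgeR called 28.7% of the genes changed by 2 on the log2 scale and 0% of those changed by 1, and 4 of its 29 calls were unchanged genes.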

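Of the 61 adjusted Day 4 calls, 21 changed the same way in each subject, and the 3 largest rises and falls among them follow. ADAMTS2 (ENSG00000087116, chromosome 5 of hg38 from 179110853 to 179345461) reached 95.7 ± 56.2 CPM (SD, n = 4) at Day 4 and had no count in the 6 healthy subjects (edgeR adjusted p = 0.0253), and without D4 the adjusted p of edgeR was 0.195. ENTPD3-AS1 (ENSG00000223797, chromosome 3 from 40313802 to 40453329) rose from 10.3 ± 12.7 (n = 6) to 150 ± 173 CPM, a log2 fold change of 3.43 (standard error 0.79, edgeR adjusted p = 0.0231). It is an antisense gene, and the paper's text does not state a strand for the counting, so that its counts are uncertain. FKBP5 (ENSG00000096060, chromosome 6 from 35573585 to 35728583) rose from 101 ± 142 to 667.8 ± 413 CPM, a log2 fold change of 2.71 (standard error 0.67, edgeR adjusted p = 0.0330), with edgeR adjusted p = 0.0903 without D3 and 0.195 without D4. FCER1A (ENSG00000179639, chromosome 1 from 159289714 to 159308224) and CD1C (ENSG00000158481, chromosome 1 from 158289923 to 158294774) had 319 ± 431 and 167 ± 191 CPM in healthy subjects and no count at Day 4 (edgeR adjusted p = 0.0231 for each, and 0.195 without D4). Both are markers of conventional dendritic cells, which the surface gate did not leave out. CCL3 (ENSG00000277632, chromosome 17 from 36088256 to 36090169), which has near-identical copies, had 160 ± 171 CPM in healthy subjects and no count at Day 4 (edgeR adjusted p = 0.0298), with edgeR adjusted p = 0.0708 without D3 and 0.226 without D4. No fold change is given for the 4 genes with a group at 0. The 1 RAP call was SOCS3 (ENSG00000184557, chromosome 17 from 78356778 to 78360077), which rose from 39.2 ± 45.0 to 353 ± 279 CPM (n = 4), a log2 fold change of 3.46 (standard error 0.64, edgeR adjusted p = 0.0217). Its adjusted p by edgeR was 0.528 without R2 and 0.0609 without R3.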

The ontology of transcriptional differences among septic patients at different time points also illustrated the heterogeneity of the PMN-MDSC response over time (**Figure 2C**).

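Gene ontology terms were not analysed here, and 1 set, the ribosomal protein genes taken by symbol, was tested in both pseudobulk fits with limma's camera, 6 tests in all. Its 84 genes in the PMN-MDSC pseudobulk had a median log2 fold change from healthy subjects of -0.60 at Day 4, with 0 of them higher (camera adjusted p = 0.000331 from limma). The median was 0.08 in RAP with 51 higher (camera adjusted p = 0.165 from limma) and 0.18 in CCI with 65 higher (camera adjusted p = 0.00316 from limma). The medians of all genes tested were -0.11, -0.03 and -0.05. None of the camera calls held under fry (adjusted p = 0.906 from limma for each of the 6 tests). Fry tests the set by itself and camera tests it against the other genes, so that they ask different questions. With DESeq2's size factors, the medians of the set were -0.39, 0.05 and 0.12.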

**Figure 2:**
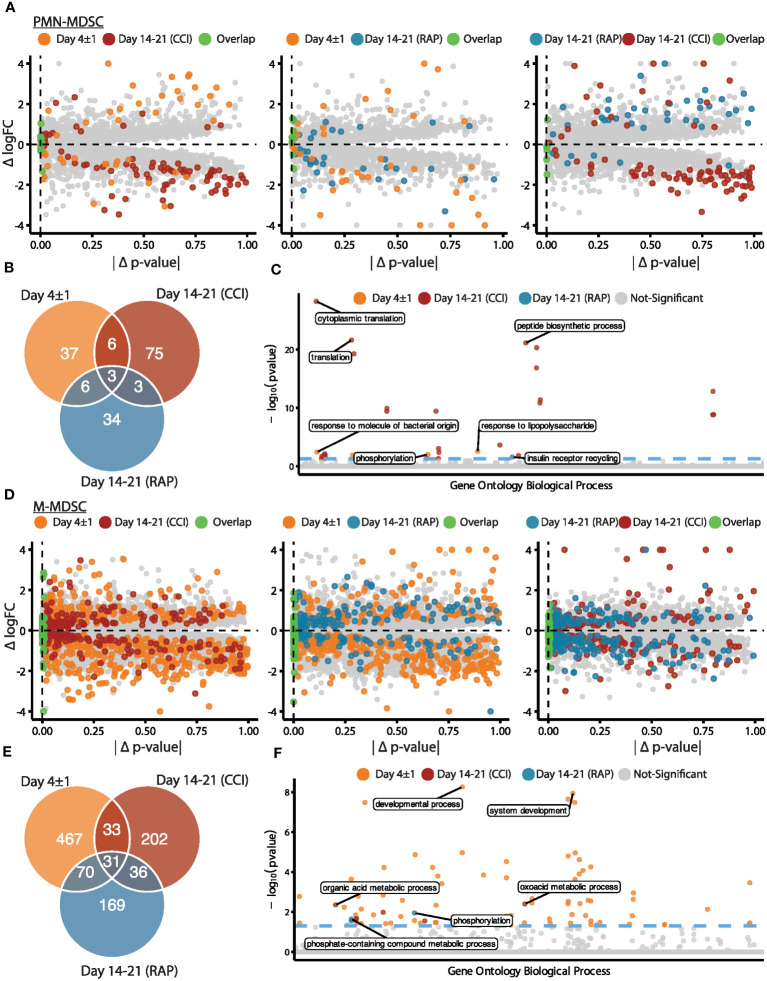
Analysis via CITE-seq of differential gene expression of PMN- and M-MDSC subpopulations at different time points relative to healthy subjects. **(A)** Within PMN-MDSCs, gene expression of twelve healthy subjects (baseline) was compared with septic patients at day 4 (“Day 4 ± 1”) (n=4) and septic patients at days 14-21 (subdivided into chronic critical illness (“CCI”) (n=5) and rapid recovery (“RAP”) (n=4)). Differential expression results relative to healthy subjects were compared for each pair of septic time points (left panel: day 4 vs CCI, middle panel: day 4 vs RAP, right panel: RAP vs CCI). The x-axis is the absolute difference in the *p*-value per gene (|Δ *p*-value|) and the y-axis is the difference in log fold-change (Δ logFC). The colored points represent genes that were differentially expressed in a single group or for both groups (*p*-value < 0.01). **(B)** Venn diagram of genes with overlapping significant differential expression (*p*-value < 0.01). **(C)** Enrichment results of significant genes representing the gene ontology biological processes. The y-axis is the negative log (base 10) of the *p*-value (-log_10_(pvalue)). **(D-F)** Similar to **(A-C)** for M-MDSCs. PMN, granulocytic; M, monocytic.

The greatest differences in the magnitude of M-MDSC gene expression from healthy subjects compared to septic patients occurred during acute sepsis (**Figure 2D**). In this cohort, 601 genes were differentially expressed in M-MDSCs, and only 31 of these were also significantly differentially expressed in late sepsis patients who rapidly recovered and those who developed CCI (**Figure 2E**). 

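In the M-MDSC pseudobulk, the median absolute log2 fold change from healthy subjects over 11452 genes was 0.29 at Day 4, 0.25 in RAP and 0.34 in CCI, and simulated unchanged groups gave averages of 0.25, 0.24 and 0.29.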

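Among the 11452 genes tested in the M-MDSC pseudobulk, 602 had an unadjusted p under 0.01 for Day 4 against healthy subjects (390 higher, 212 lower), 166 for RAP (105 higher, 61 lower) and 141 for CCI (80 higher, 61 lower). After Benjamini-Hochberg adjustment, 50 genes were called for Day 4 (31 higher, 19 lower), 4 for RAP and 4 for CCI, each of the last 8 calls higher. The directions depended on the tool, as DESeq2 called 25 for CCI (11 higher, 14 lower) and 48 for RAP (33 higher, 15 lower). The Day 4 counts at the unadjusted threshold were 1176 without D1, 911 without D2, 401 without D3 and 351 without D4, and the adjusted counts were 693, 32, 21 and 26 in the same order. For RAP, the unadjusted count was 104 without R1, and the adjusted count was 13 without R3 and 13 without R4. For CCI, the unadjusted count was 69 without C1 and 70 without C2, and the adjusted counts were 9 and 2. Without the filter on low counts, the unadjusted Day 4 count was 1495, and in the smaller population of surface-gated M-MDSCs, with 3980 genes tested, it was 82. Genes at the unadjusted threshold in all 3 comparisons numbered 46, of which 2 passed the adjusted threshold in all 3. Day 4 shared 84 genes with RAP and 61 with CCI, and RAP and CCI shared 72. Simulated unchanged groups, with each gene drawn on its own, shared 0 genes over all 3, and 1.45, 1.35 and 1.80 on average for the pairs. Splits of the same subjects, the real one included, reached the unadjusted count in 13 of 100 for Day 4 and 15 of 100 for RAP. Overlaps were not counted in the splits, so that chance is not excluded for them. On simulated counts for Day 4 against healthy subjects, with 10894 genes tested, 69.8% of the genes changed by 2 on the log2 scale and 9.47% of those changed by 1 were called, and 5 of 81 calls were unchanged genes. From its own lists, the paper concludes that MDSC transcriptomes are heterogeneous between healthy subjects, acute sepsis and late sepsis.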

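Of the adjusted calls in the M-MDSC pseudobulk, 47 of 50 changed the same way in each Day 4 subject, as did 4 of 4 for RAP and 4 of 4 for CCI. HBB (ENSG00000244734, chromosome 11 from 5225464 to 5229395), a haemoglobin gene of red blood cells with close paralogs, had 570 ± 1000 CPM (SD, n = 4) at Day 4 and 3.30 ± 3.22 (n = 7) in healthy subjects, a log2 fold change of 7.61 (standard error 1.27, edgeR adjusted p = 0.00982) that was 4.62 without D4 (edgeR adjusted p = 0.0558). ADAMTS2 rose from 0.776 ± 0.691 to 131 ± 43.3 CPM at Day 4, a log2 fold change of 7.39 (standard error 1.03, edgeR adjusted p = 0.00342), and to 69.5 ± 99.4 in RAP, a log2 fold change of 6.49 (standard error 1.04, edgeR adjusted p = 0.0185). Without R1 the RAP value was 4.05 (edgeR adjusted p = 0.272). AMPH (ENSG00000078053, chromosome 7 from 38383704 to 38631420) rose from 0.316 ± 0.677 to 47.1 ± 18.8 CPM at Day 4, a log2 fold change of 6.78 (standard error 0.96, edgeR adjusted p = 0.00342). PLD4 (ENSG00000166428, chromosome 14 from 104924713 to 104937761) fell from 15.7 ± 4.99 to 0.143 ± 0.287 CPM, a log2 fold change of -5.47 (standard error 0.87, edgeR adjusted p = 0.00712). With each Day 4 subject left out in turn the PLD4 value ranged from -8.30 to -5.20, so that its size is uncertain. HLA-DQA1 (ENSG00000196735, chromosome 6 from 32628179 to 32647062), which has a close paralog, fell from 250 ± 149 to 18.7 ± 16.3 CPM, a log2 fold change of -3.74 (standard error 0.74, edgeR adjusted p = 0.0291). PTGS2 (ENSG00000073756, chromosome 1 from 186671791 to 186680922) fell from 47.0 ± 24.9 to 4.38 ± 1.13 CPM, a log2 fold change of -3.36 (standard error 0.65, edgeR adjusted p = 0.0245). HLA-DQA1 and PTGS2 had edgeR adjusted p of 0.0700 and 0.0652 without D2, 0.113 and 0.113 without D3, and 0.0929 and 0.0758 without D4. PLD4 was among the leading 10 genes of the pDC and cDC2 clusters, and HLA-DQA1 of the cDC2 clusters. From healthy subjects to Day 4, mean shares of cells went from 2.39% to 0.832% for cDC2 and from 2.10% to 0.490% for pDCs. Erythrocytes went from 0.178% to 3.04%. Whether RNA of such cells gave part of the PLD4, HLA-DQA1 and HBB changes was not tested. FAM20A (ENSG00000108950, chromosome 17 from 68535113 to 68601367) rose from 3.35 ± 2.52 CPM in healthy subjects to 97.9 ± 55.5 in RAP and 100.0 ± 10.1 (n = 2) in CCI, log2 fold changes of 4.91 and 4.90 (standard errors 0.55 and 0.59, edgeR adjusted p = 0.000381 and 0.00133). MCTP2 (ENSG00000140563, chromosome 15 from 94231538 to 94483952) rose from 13.2 ± 7.29 to 74.2 ± 24.1 in RAP and 71.6 ± 12.0 in CCI, log2 fold changes of 2.43 and 2.39 (standard errors 0.34 and 0.39, edgeR adjusted p = 0.00671 and 0.0225), the CCI value with edgeR adjusted p = 0.0551 without C1 and 0.329 without C2. HOXA10 (ENSG00000253293, chromosome 7 from 27170605 to 27180261) rose from 0.584 ± 0.851 to 13.1 ± 0.142 in CCI, a log2 fold change of 4.04 (standard error 0.58, edgeR adjusted p = 0.00865, and 0.0786 without C2). The fourth calls, chosen for naming after their values were seen, were PIM1 in RAP and CD63 in CCI.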

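For CCI against RAP in the M-MDSC pseudobulk, edgeR called 8 genes at an unadjusted p under 0.01, 1 higher and 7 lower in CCI, and 0 at an adjusted p under 0.05, with 59 genes at an unadjusted p under 0.05. DESeq2 called 1 gene at an adjusted p under 0.05 in this comparison. The unadjusted count moved to 20 without C2, 3 without R1, 14 without R2, 13 without R3 and 5 without R4, and the adjusted count of edgeR stayed at 0. The ribosomal protein genes, 89 in this fit, had a median log2 fold change from healthy subjects of 0.03 in RAP with 56 higher (camera adjusted p = 0.325 from limma), 0.24 in CCI with 77 higher (camera adjusted p = 0.000331 from limma) and -0.21 at Day 4 with 16 higher (camera adjusted p = 0.0508 from limma). The medians of all 11452 genes were -0.03, -0.07 and 0.01, and with DESeq2's size factors those of the set were 0.06, 0.26 and -0.19.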

Gene ontology analysis among M-MDSCs revealed that patients experiencing rapid recovery had over-expression of kinase agents versus oxoacid metabolism when compared to sepsis patients with CCI (**Figure 2F**).

In summary, transcriptomic analysis comparing healthy subjects, patients day 4 post-sepsis, and patients at days 14-21 post-sepsis (combining those who rapidly recovered with those who developed CCI) revealed significant heterogeneity in MDSC transcriptomics. In addition, lymphocyte suppressive activity, specifically suppression of T cell proliferation and T cell cytokine/chemokine production, varied between cohorts (*see below*). 

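In the M-MDSC pseudobulk, the log2 fold changes from healthy subjects had a Pearson correlation across genes of 0.476 between Day 4 and RAP, 0.407 between Day 4 and CCI and 0.719 between RAP and CCI, where unchanged simulated groups gave 0.288, 0.248 and 0.255. Compared directly, Day 4 and CCI differed in 67 genes at an unadjusted p under 0.01, and Day 4 and RAP in 128. With each subject left out, the first count ranged from 37 (without C1) to 259 (without D1) and the second from 36 (without R2) to 476 (without D1). EdgeR called 0 genes at an adjusted p under 0.05 in either, with 617 genes at an unadjusted p under 0.05 for Day 4 against CCI and 829 for Day 4 against RAP, and DESeq2 called 0 and 1. Without the filter on low counts, edgeR called 1 and 10 genes at the adjusted threshold.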

MDSCs from both time points after sepsis were dissimilar when comparing their gene expression profiles and significantly enriched biological processes from gene ontology.

### 3.2 Verifying the immunosuppressive capacity of MDSCs present in sepsis

Our laboratory has previously used cell sorting and subsequent T-cell suppression assays to demonstrate the immunosuppressive capacity of total MDSCs from septic patients (4, 16). Thus, we set out to verify that functionally active PMN- and M-MDSCs were indeed present in the isolated PBMCs of septic individuals, as defined by Gabrilovich et al. (11). Surprisingly, we discovered unexpected cell types in our flow cytometry samples that were supported by single-cell analysis. Historically in the cancer literature, CD15 positivity is used to distinguish PMN-MDSCs from M-MDSCs (13). However, in representative septic patients, after identifying CD11b^+^CD33^+^ cells (**Figure S1A**) and isolating HLA-DR^-/low^ cells to obtain the total MDSC population (**Figure S1B**), CD15 was unable to clearly separate MDSC subpopulations (**Figure S1C**, bottom panel). Alternatively, CD66b (*CEACAM8*; a granulocytic marker) was able to better delineate MDSC subpopulations (**Figure S1C**, top panel) and, thus, was selected to distinguish PMN-MDSCs from PBMCs for functional analysis (**Figure S1D**) (10, 11, 19, 20, 66). We undertook bulk CD66b^+^ cell isolation (STEMCELL Technologies, Vancouver); however, although CD14^-^CD15^+^ PMN-MDSCs enrichment was achieved, further analysis of the CD66b^+^-isolated cells demonstrated distinct CD66b^low^ and CD66b^high^ populations (**Figure S2A**). Thus, we had enriched CD66b^low^CD14^+^CD15^-^ M-MDSCs in our gating strategy which was meant to only contain PMN-MDSCs (CD66b^high^) (**Figure S2B**).

Functionally, the CD66b^+^ cells isolated from septic patient PBMCs suppressed either CD4^+^/CD8^+^ T-lymphocyte cytokine/chemokine production (**Figure S3**) or lymphocyte proliferation of host CD8^+^ T-lymphocytes (**Figure S4**), thereby meeting the criteria of MDSCs. CD66b^+^ MDSCs from septic but not healthy subjects altered T-cell cytokine production in response to anti-CD3/CD28 treatment, including IFN-γ, IL-2, IL-4, IL-10, and IL-17 (**Figure S3**). Cytokines which were analyzed which did not exhibit CD66b^+^ inhibition in acutely septic patients include IL-12, IL-23, and TGF-β. CD66b^+^ cells isolated from sepsis patients 14-21 days after infection were capable of significantly suppressing CD8^+^ T-lymphocyte proliferation in response to CD3/CD28 stimulation (**Figure S4**). Although we did not see suppression of CD4+ T lymphocyte proliferation by CD66b+ cells, we did see a significant decrease in stimulated T-lymphocyte production of IFN-gamma at days 14-21 compared to day 4 (**Figure S5**). This indicates that T lymphocytes are incapable of maintaining IFN-gamma production 2-3 weeks after sepsis (similar to what has been previously reported) (67), and that MDSCs at this time point may not be able to further suppress this aspect of CD4+ T lymphocyte function (22, 67).

### 3.3 Emergent view of MDSCs and transcriptomic analysis of a novel MDSC subpopulation

After our initial steps demonstrated that identification of MDSC subsets based on cell surface markers was potentially problematic in sepsis, we transitioned to cell classification via gene expression for the remainder of our analysis. All cells were clustered based on their transcriptomic profiles (visualized via UMAP (**Figure 3A**) with relative percentages of each cell type depicted in **Figure 3B**). 

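Clustering of the 94999 cells by their transcriptomes gave 40998 cells of Monocyte clusters, 17639 Platelet, 14073 CD4+ T, 5363 CD8+ T / NK, 2159 B, 1270 cDC2, 1016 Plasma, 1011 pDC, 791 Erythrocyte and 291 HSPC cells. A further cluster of 10368 cells, with a median of 153 counts per cell, fitted the Monocyte list best (mean log2 ratio 1.115) but had no marker of it among its leading 10 genes and was left without a name. Monocytes made up 35.7% ± 11.7 (SD, n = 7) of the cells of healthy subjects, 55.6% ± 10.9 (n = 4) at Day 4, 36.6% ± 6.10 (n = 4) in RAP and 58.5% ± 2.30 (n = 2) in CCI. The Day 4 share was 19.8 percentage points above healthy subjects (exact two-sided permutation test, p = 0.0273, adjusted p = 0.102 over 33 comparisons), and the raw p was 0.0750 without D1, 0.0583 without D3 and 0.0500 without D4 by the same exact test. With this cluster counted as Monocyte, an alternative chosen after the data were seen, the Monocyte shares were 43.8%, 69.2%, 49.3% and 65.9% in the same order, and the Day 4 difference was 25.4 points (exact two-sided permutation test, p = 0.0212). In cells with at least 500 counts the Day 4 difference was 22.3 points (exact two-sided permutation test, p = 0.0606). For RAP it was 0.819 points (exact two-sided permutation test, p = 0.894), and it was -1.12 without R2 and -0.688 without R4. For CCI it was 22.7 points (exact two-sided permutation test, p = 0.0556). CD4+ T cells made up 26.9% ± 16.6, 12.3% ± 9.34, 11.9% ± 11.9 and 4.66% ± 0.211 in healthy subjects, Day 4, RAP and CCI, differences that the exact permutation test did not separate from the spread between subjects (two-sided p = 0.139, 0.148 and 0.194). CD8+ T / NK cells made up 9.28% ± 3.84, 2.87% ± 1.83, 3.82% ± 2.76 and 1.56% ± 0.764 in the same order, and platelets 10.7% ± 7.42, 8.03% ± 2.31, 28.7% ± 17.4 and 24.1% ± 12.5. Of the 33 comparisons, 12 had a raw p under 0.05 by the exact permutation test and 0 an adjusted p under 0.05, and 4 subjects against 7 allow no p below 0.00303.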

The broad cell types were compared via expression of cell-surface marker genes (**Figure 3C**) as well as percentage of spliced mRNA between patient groups (**Figure 3D**). This was followed by careful manual annotation and inspection of canonical marker genes with identification of myeloid cells via differential expression of genes (**Figure 4**). 

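The mean CD3 protein count was highest in a T-cell class in 1 of 17 subjects, and averaged 1.14 per cell in CD4+ T cells and 1.47 in monocytes (difference -0.338, two-sided permutation test over subjects, p = 0.000488, adjusted p = 0.000671 over 11 proteins, higher in CD4+ T cells in 2 of 17). As a share of a cell's protein counts, CD3 made up 8.29% in CD4+ T cells and 7.53% in monocytes, higher in CD4+ T cells in 13 of 17 subjects (two-sided permutation test, p = 0.00465). The mean CD14 protein count was 2.18 in CD4+ T cells and 3.73 in monocytes, lower in CD4+ T cells in each of the 17 subjects, and was highest in the Monocyte class in 6 of 17. For CD4 the means were 1.61 and 3.75, and for CD66b 1.13 and 0.788. The share of spliced mRNA, with ambiguous counts added to the spliced as in the paper, averaged 86.1% ± 4.77 (SD, n = 7) in healthy subjects, 80.5% ± 3.85 (n = 4) at Day 4, 86.0% ± 4.93 (n = 4) in RAP and 86.8% ± 1.56 (n = 2) in CCI. At Day 4 it was lower by -5.66 percentage points (exact two-sided permutation test, p = 0.0727, adjusted p = 0.218 over 3 comparisons), and a ratio of summed counts moved this most, to -2.86 points. The RAP and CCI differences of -0.0824 and 0.6801 points (exact two-sided permutation tests, p = 0.982 and p = 0.917) lay within the spread between subjects, and leaving out R3 or R4 gave 1.32 or 1.37 points for RAP and leaving out C2 gave -0.426 points for CCI.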

As explained by Hegde et al. (13), there is substantial plasticity within MDSC subpopulations during sepsis which informs the relationship between MDSCs and terminally differentiated effector cells (**Figure 5A**). 

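The 52636 cells of the Monocyte and cDC2 clusters and of the low-count cluster were clustered again, and 2 clusters with T-cell and NK-cell markers were left out. Lists of marker genes named clusters of 12792 CD14+ monocytes, 4843 CD16+ monocytes, 3583 MK-like cells, 1296 C1Q+ monocytes, 1203 cDC2 and 94 cDC1. The largest cluster, cluster 0 with 14999 cells and a median of 177 counts per cell, met the score of no list, nor were clusters 6, 8 and 12 named, with 2065, 1160 and 513 cells. Cluster 14 held 293 cells of 5 subjects, 59.4% of them from 1 subject, with a median of 257 counts per cell. It fitted the M-MDSC list best (mean log2 ratio 1.045, 5 markers). No marker of that list was among its leading 10 genes, and it was left without a name.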

Additional marker genes were used to obtain fine-level annotation of myeloid cell types (**Figure 5B**). 

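By the marker lists, 2 clusters were named for MDSCs. Cluster 2, with 6316 cells and a median of 761 counts per cell, fitted the M-MDSC list best, but its leading 10 genes held 2 markers of that list and 3 of the H-MDSC list, so that it is compared between groups by its number. Cluster 13, with 324 cells of 14 subjects and a median of 180.5 counts per cell, was named granulocytic from 4 markers among its leading 10 genes, which are markers of E- and PMN-MDSCs. Clustered again, it parted into 172 and 152 cells, and neither part could be named as E-, PMN- or H-MDSCs.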

Importantly, four distinct populations of MDSCs were identified via this approach (**Figure 5C**), three of which were consistent with classically defined E-, PMN-, and M-MDSCs (11).

**Figure 3:**
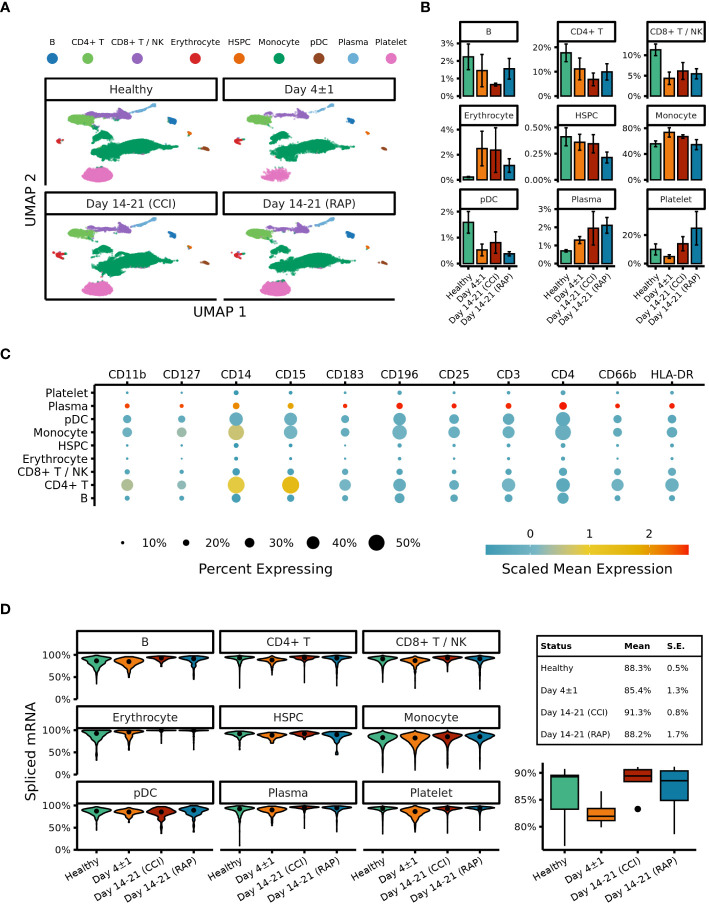
UMAP embeddings of peripheral blood mononuclear cells (PBMCs). **(A)** Clusters are colored according to cell type. Samples from acutely septic patients (“Day 4 ± 1”) and late sepsis patients who either developed chronic critical illness (“CCI”) or experienced rapid recovery (“RAP”). **(B)** Relative proportions of cell types are depicted with respect to the each septic cohort. **(C)** Expression of surface markers on subtypes of PBMCs. **(D)** The left panel denotes percentages of spliced mRNA in different cell types separated by patient cohort. The right panel denotes overall unspliced mRNA across cell types by patient cohort. B, B cells; NK, natural killer cells; HSPC, hematopoietic stem and progenitor cells; pDC, plasmacytoid dendritic cells; Day 4+/-1, acutely septic patients; CCI, chronic critical illness; RAP, rapid recovery.

**Figure 4:**
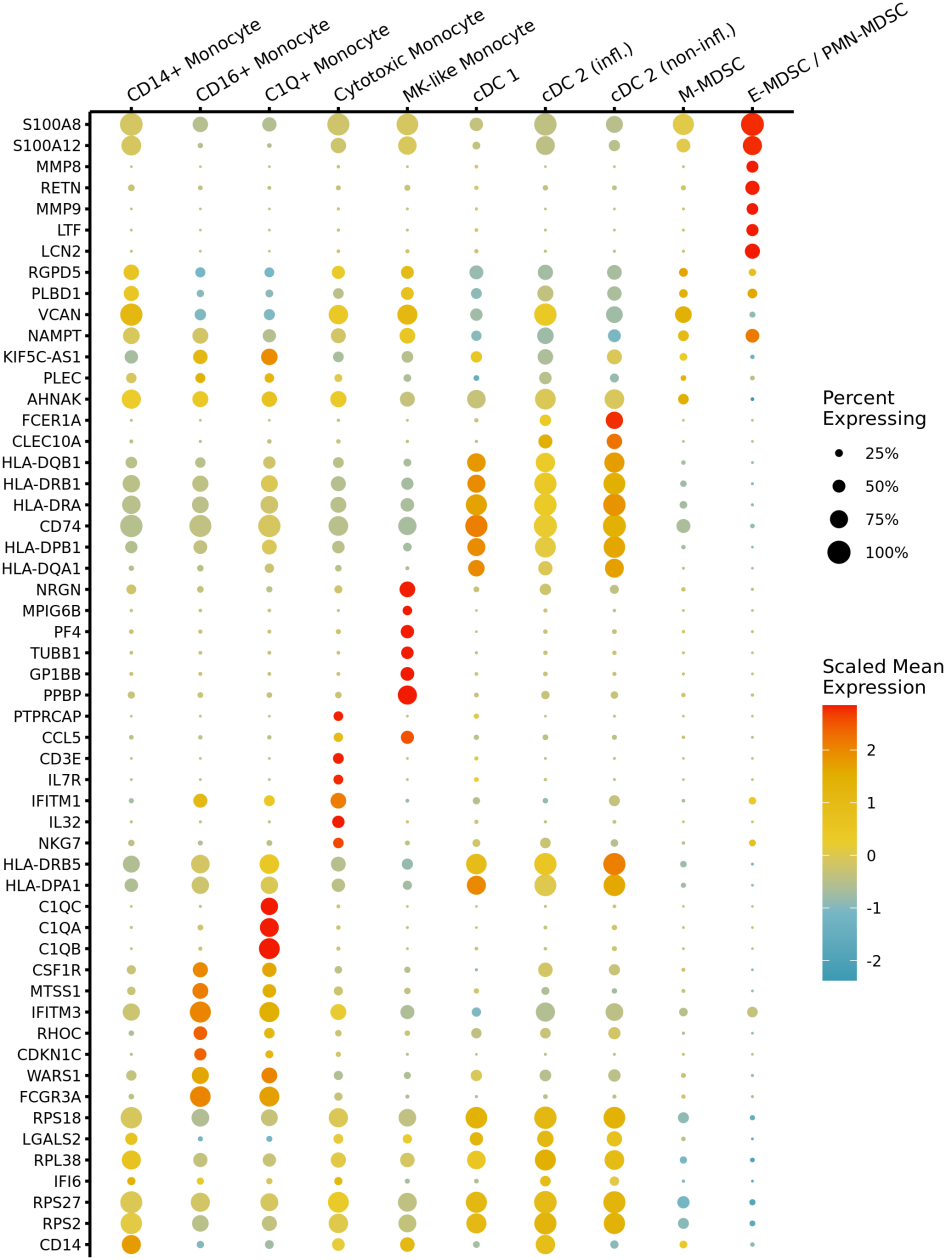
Marker gene expression across myeloid cell types in septic patients. A dot plot shows scaled mean expression of the top seven most significant differentially expressed genes (DEGs) in each myeloid cell type prior to fine-level annotation for MDSC subpopulations. Point radius indicates the percentage of cells with nonzero expression, and color denotes relatively higher or lower mean expression across cell types. Testing was performed with the Wilcoxon test, and genes were ranked by adj. *p*-value after Bonferroni correction. CD14^+^: classical monocyte, CD16^+^: non-classical monocyte, MK, megakaryocyte; cDC, conventional dendritic cells; infl., inflammatory; M, monocytic; E, early; PMN, granulocytic.

**Figure 5:**
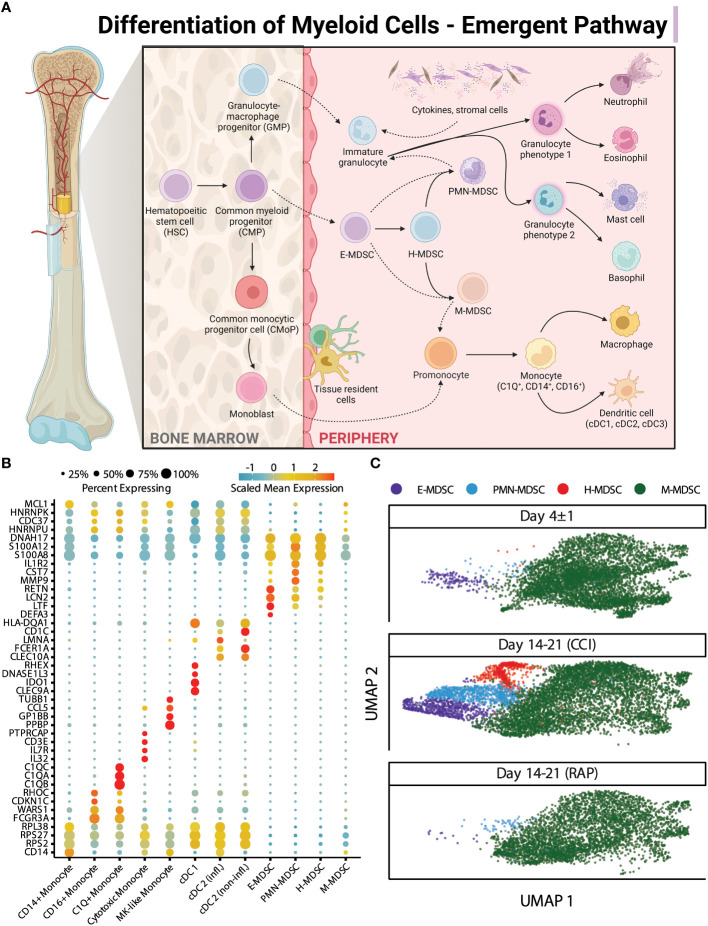
“Emergent” view and annotation of myeloid cell subpopulations in septic patients. **(A)** Illustration representing the “emergent” definition of MDSCs, incorporating the plasticity and heterogeneity of the myeloid compartment (modified from Hegde et al. (13)). Created with BioRender.com. **(B)** Fine cell type annotations within cells from septic patients that were broadly annotated as monocytes. The x-axis includes the different myeloid cell subtypes. The y-axis includes genes which were most highly expressed by each cell subtype. The scaled mean expression is denoted by the color of the dots, and the percentages of cells expressing the genes are represented by the size of the dots. **(C)** UMAP plots of cells of the four distinct subpopulations of MDSCs stratified by acutely septic patients (“Day 4 ± 1”) (n=4) and late sepsis, late sepsis patients who developed chronic critical illness (“CCI”) (n=5) or experienced rapid recovery (“RAP”) (n=4). This includes cells consistent with early (E-) MDSCs, granulocytic (PMN-) MDSCs, monocytic (M-) MDSCs, and a population of cells with characteristics of both M- and PMN-MDSCs, labeled hybrid (H-) MDSCs. MK, megakaryocyte; cDC, conventional dendritic cell; infl., inflammatory.

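Cluster 2 made up 16.9% ± 8.27 (SD, n = 4) of the monocytic cells at Day 4, 12.9% ± 5.99 (n = 4) in RAP and 20.6% ± 0.939 (n = 2) in CCI. The granulocytic cluster made up 2.64% ± 3.10, 0.180% ± 0.0396 and 2.45% ± 1.51 in the same order. For the granulocytic cluster, RAP lay -2.27 percentage points from CCI (exact two-sided permutation test, p = 0.0667, the smallest that 4 subjects against 2 allow), and Day 4 lay 2.46 points above RAP (exact two-sided permutation test, p = 0.343) and 0.195 points above CCI (p = 0.933 by the exact test). The last difference was -0.183 points without D2 and -1.09 without D3. For cluster 2, the differences of 3.95 points (Day 4 against RAP), -3.74 (Day 4 against CCI) and -7.69 (RAP against CCI) had exact two-sided permutation p of 0.571, 0.600 and 0.133. With single subjects left out they ranged from 0.803 to 7.43, from -6.89 to -0.257 and from -9.95 to -5.76. None of the 6 comparisons passed an adjusted p of 0.05. None could, since 4 subjects against 4 allow no p below 0.0286 and 4 against 2 none below 0.0667. In cells with at least 500 counts the granulocytic differences from CCI were -0.340 points for RAP and -0.0962 for Day 4.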

A novel fourth population was identified in 60% of the late sepsis patients who developed CCI, as well as both of the acutely septic patients who progressed to CCI (**Table 4**, **Figure 6A**). This MDSC subpopulation exhibited gene expression patterns that were partially consistent with both M- and PMN-MDSCs. We thus labeled these cells “*hybrid*” (H)-MDSCs. Although one of the patients with CCI had a much greater number of H-MDSCs than other patients, it should be noted no H-MDSCs were observed in late sepsis patients who had rapidly recovered, or acutely septic patients who progressed to rapid recovery (**Table 4**). 

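No cell was named as an H-MDSC, and since the naming could not resolve this type, no limit on its share can be given. Granulocytic cells, among which E-, PMN- and H-MDSCs could not be told apart, numbered 165 in CCI, 121 at Day 4, 27 in RAP and 11 in healthy subjects. They were found in 2 of 2 CCI subjects, 4 of 4 Day 4 subjects, 4 of 4 RAP subjects and 4 of 7 healthy subjects. Their share of a subject's monocytic cells ranged from 1.38% to 3.51% in CCI, 0.0695% to 6.51% at Day 4, 0.126% to 0.2198% in RAP and 0% to 0.122% in healthy subjects. In cells with at least 500 counts, 18, 8, 0 and 1 remained. The granulocytic cells of healthy subjects had 2274 CPM of 10 granulocytic marker genes, against 12650 to 22170 in the septic groups. The paper proposes that H-MDSCs are an intermediary between MDSC subpopulations and states that their presence in CCI reveals plasticity.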

One of our acutely septic patients died within 14 days, giving us an acute sepsis mortality rate of 25%. This is similar to previously reported literature in septic ICU patients (68). The patient that experienced an early death had similar proportions of MDSC subpopulations compared to the other acutely septic patients (M-MDSCs: 61% vs 51 ± 13%, PMN-MDSCs: 0.2% vs 0.7 ± 0.6%, E-MDSCs: 0.08% vs 2 ± 3%, H: 0% vs 0.2 ± 0.5%).

**Table 4:** H-MDSC cell counts by patient and associated outcome after sepsis.

Patient #	Patient Classification	Eventual classification if acute sepsis	H-MDSC Cell Counts
1	Acute Sepsis	Early death	0
2	Acute Sepsis	Rapid recovery	0
3	Acute Sepsis	CCI	1
4	Acute Sepsis	CCI	8
5	Rapid recovery		0
6	Rapid recovery		0
7	Rapid recovery		0
8	Rapid recovery		0
9	CCI		552
10	CCI		6
11	CCI		1
12	CCI		0
13	CCI		0

H-MDSC cell counts as determined by manual annotation. If blood samples were taken from acutely septic patients at day 4, then their eventual sepsis classification has been recorded. H, hybrid; CCI, chronic critical illness.

**Figure 6:**
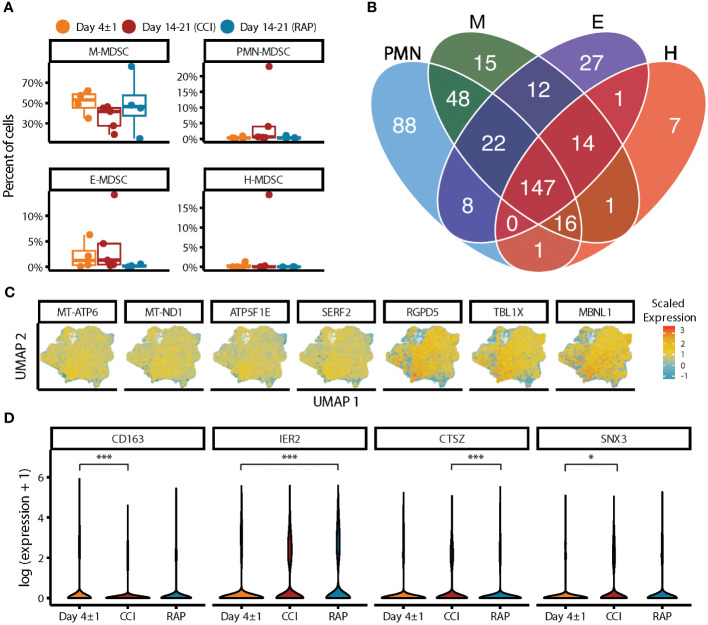
Characterizing data-driven subpopulations of MDSCs. **(A)** Relative frequencies of MDSCs by subpopulation. Percent of cells defined by transcriptomic analysis and gene expression, rather than cell surface markers. Grouped by acutely septic patients (“Day 4 ± 1”) (n=4) and late sepsis patients who developed chronic critical illness (“CCI”) (n=5) or experienced rapid recovery (“RAP”) (n=4). **(B)** Diagram of significant marker genes for each MDSC subpopulation were determined in the pooled septic patients. **(C)** UMAP plots of all MDSCs are shown for the seven genes that were unique markers of gene expression in the H-MDSC subpopulation compared to all other MDSCs. Scaled expression represented by heat map of each gene. **(D)** Differential expression testing between septic groups in M-MDSCs revealed four genes that were significant. y-axis is log (expression +1). * = p<0.05, *** = p<0.001, obtained from the mixed model analysis. M, monocytic; PMN, granulocytic; E, early; H, hybrid.

The majority of MDSC-specific genes in septic patients were shared by at least two of the four subpopulations (66%, n=270 genes), with 36% (n=147 genes) significantly expressed by all four (**Figure 6B**, **Supplementary File 2**). Although the MDSC subpopulations were fairly similar in terms of overlapping genetic expression, we identified seven genes uniquely expressed by H-MDSCs: *RGDP5, TBL1X, MBNL1, SERF2, ATP5F1E, MT-ND1*, and *MT-ATP6* (**Figure 6C**). Gene expression was downregulated in RANBP2-like and GRIP domain-containing protein 5 (*RGDP5*), transducin (beta)-like 1X-linked (*TBL1X*), and muscleblind-like splicing regulator 1 (*MBNL1*) (69, 70). *TBL1X* regulates transcriptomic pathways and is upregulated in malignancy (69). *MBNL1* regulates alternative splicing and can be up- or downregulated depending on the type of cancer (71). Genes with upregulated expression included small EDRK-rich factor 2 (*SERF2*), ATP synthase F1 subunit epsilon (*ATP5F1E*), NADH-ubiquinone oxidoreductase chain 1 (*MT-ND1*), and mitochondrially encoded ATP synthase membrane subunit 6 (*MT-ATP6*). The latter three genes encode proteins involved in mitochondrial metabolism and function (72).

We next sought to identify differential genetic expression between our septic cohorts, specifically looking at differences between MDSCs in late sepsis patients who rapidly recovered compared to those who developed CCI. For differential expression across sepsis groups, only M-MDSCs were sufficiently present per group for fitting a linear mixed model with multiple subjects, as MDSCs are a relatively rare population overall. We identified four differentially expressed genes in M-MSDCs using this method: *CD163*, *IER2*, *CTSZ*, and *SNX3* (**Figure 6D**). 

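The 4 genes were compared between the septic groups in the M-MDSC pseudobulk, 12 tests in all. EdgeR called 0 of these tests at an adjusted p under 0.05 over all 11452 genes and 3 adjusted over the list alone, and 5 had an unadjusted p under 0.05. DESeq2 called 0 over all genes and 4 adjusted over the list alone. Since the study chose the list on these samples, the count over the list is not independent evidence. With only the 2 groups compared in the fit, the list count of edgeR was 0, and in cluster 2 alone it was 1.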

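CD163 (ENSG00000177575, chromosome 12 of hg38 from 7470811 to 7503893) had 490 ± 239 CPM (SD, n = 4) at Day 4, 273 ± 163 (n = 4) in RAP and 141 ± 12.9 (n = 2) in CCI in the M-MDSC pseudobulk. Its log2 fold change for Day 4 against CCI was 1.79 (standard error 0.76, edgeR p adjusted over the list alone = 0.0865 and over all genes 0.729), higher in 4 of 4 Day 4 subjects.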

Expression of *CD163* (73), a gene responsible for controlling inflammation, was significantly lower in M-MDSCs in late sepsis patients with CCI versus acutely septic patients. 

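SNX3 (ENSG00000112335, chromosome 6 of hg38 from 108211222 to 108261246) had 145 ± 34.3 CPM (SD, n = 4) at Day 4, 242 ± 68.3 (n = 4) in RAP and 285 ± 59.1 (n = 2) in CCI. The log2 fold change for Day 4 against CCI was -0.97 (standard error 0.50, edgeR p adjusted over the list alone = 0.134 and over all genes 0.729), and 4 of 4 Day 4 subjects were lower.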

*SNX3* has been identified as a potential septic biomarker (74), and was significantly upregulated in patients with CCI compared to acutely septic patients. *IER2* was significantly higher expressed in late sepsis patients who rapidly recovered compared to acutely septic patients. 

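IER2 (ENSG00000160888, chromosome 19 from 13150411 to 13154911) had 299 ± 121 CPM (SD, n = 4) at Day 4, 674 ± 141 (n = 4) in RAP and 621 ± 81.1 (n = 2) in CCI. Day 4 against RAP gave a log2 fold change of -1.18 (standard error 0.40, edgeR p adjusted over the list alone = 0.0455 and over all genes 0.681), lower in 4 of 4 Day 4 subjects and between -1.39 and -1.02 with each subject left out in turn. Day 4 against CCI gave -1.05 (standard error 0.47, edgeR p adjusted over the list alone = 0.0915).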

*IER2* is known to be upregulated in response to external stimuli including infection (75, 76). *CTSZ* expression was significantly higher in patients with CCI compared to patients who rapidly recovered after sepsis, and has been previously identified as a septic marker in mice (77).

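CTSZ (ENSG00000101160, chromosome 20 from 58985686 to 59008238) had 393 ± 19.8 CPM (SD, n = 2) in CCI, 198 ± 47.6 (n = 4) in RAP and 197 ± 47.2 (n = 4) at Day 4. For CCI against RAP the log2 fold change was 0.98 (standard error 0.35, edgeR p adjusted over the list alone = 0.0455 and over all genes 1.00), higher in 2 of 2 CCI subjects and between 0.88 and 1.13 with each subject left out in turn. For Day 4 against CCI it was -0.99 (standard error 0.35, edgeR p adjusted over the list alone = 0.0455), and for Day 4 against RAP -0.01.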

The plasticity of the H-MDSC subpopulation is evident in the increased per-cell proportion of unspliced mRNA, indicating more active transcription. Only E-MDSCs had a higher proportion of unspliced mRNA in the myeloid compartment (**Figure 7A**). 

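The unspliced share of a cell's counts was taken as the median per subject and class, in septic subjects with at least 10 cells of both classes compared. In granulocytic cells it was 30.1% ± 7.64 (SD, n = 5), against 14.1% ± 2.501 in the CD14+ monocytes of the same 5 subjects. The difference of 15.9 percentage points was found in 5 of 5 subjects (exact two-sided paired permutation test, p = 0.0625, the smallest that 5 subjects allow, adjusted p = 0.125 over 2 tests). In cluster 2 it was 17.3% ± 7.11 (n = 10) against 15.7% ± 4.47, a difference of 1.63 points that was found in 7 of 10 subjects (two-sided paired permutation test, p = 0.234). The granulocytic cells had a median of 180 counts and the cluster 2 cells of 789, against 2811 in CD14+ monocytes. Among the septic classes, unnamed cluster 12 had the highest mean share, 45.1% over 9 subjects at a median of 1124 counts. Cluster 0 had 23.1% over 10 subjects at a median of 159 counts. With each cell thinned to 500 counts, the cluster 2 difference was 3.10 points and was found in 9 of 10 subjects (two-sided paired permutation test, p = 0.00391), and too few granulocytic cells had 500 counts for a value. The H-MDSCs of the paper were not told apart here. From the unspliced share, the paper reasons that H-MDSCs are more active in transcription.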

To examine factors driving cellular activities, we identified genes with a high average proportion of unspliced mRNA within each cell subpopulation and performed enrichment analysis to identify relevant biological processes. 

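Over pooled septic cells, 487 genes in CD14+ monocytes, 134 in cluster 2 and 51 in granulocytic cells had a mean ratio of unspliced plus 1 to spliced plus 1 counts above 1.1, the paper's rule. CD14+ monocytes and cluster 2 shared 134 of these genes, cluster 2 and granulocytic cells 40, and CD14+ monocytes and granulocytic cells 45. Thinning each cell to 500 counts gave 41 genes in 8359 CD14+ monocytes, 62 in 3247 cluster 2 cells and 211 in 26 granulocytic cells. The fall in CD14+ monocytes, of which nearly all were kept, shows a dependence on depth, while the granulocytic number changed in depth and in cells together.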

Rather than focusing on individual ontologies, we used a network-based approach to cluster similar significantly enriched biological functions for each MDSC subpopulation (**Figures 7B-E**) (52). Not surprisingly, actively transcribed genes in all MDSC subpopulations were enriched for activities pertaining to ‘*immune activation*.’ While PMN- and M-MDSCs had more biologically distinct functions, H-MDSCs shared enrichment with both cell types, specifically pertaining to pathophysiological septic-related processes including ‘*organonitrogen*’ and phosphorus-related processes.

**Figure 7:**
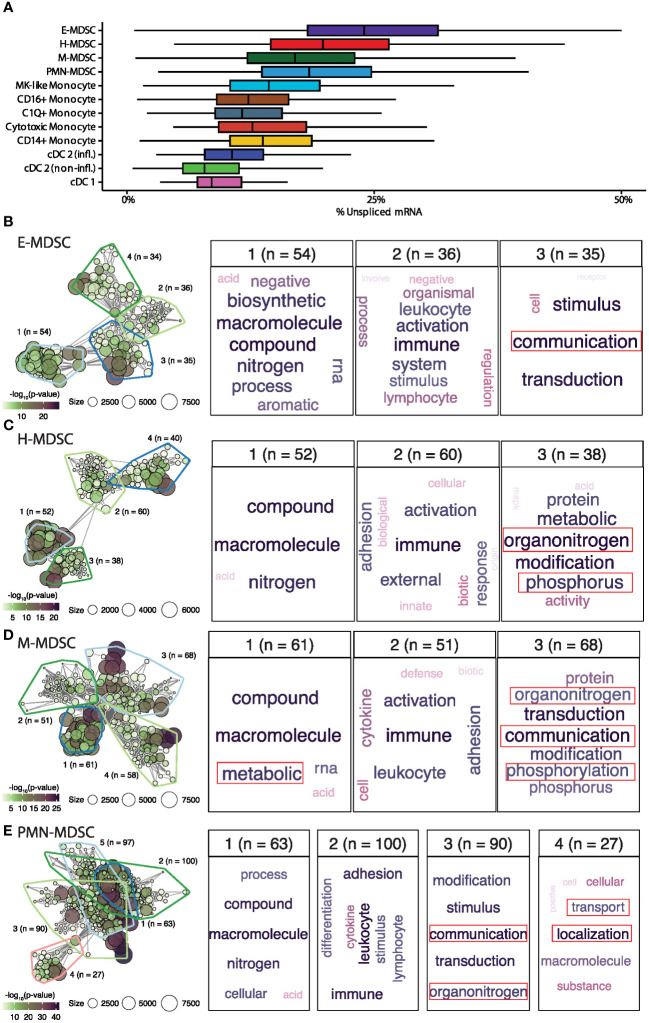
Larger proportions of unspliced mRNA in E- and H- MDSCs. **(A)** Distribution of unspliced mRNA percent across myeloid cell types. **(B-E)** Gene-set enrichment analysis of genes having high proportions of unspliced mRNA within each MDSC subpopulation. The left panel shows the gene-set network and clustering of significantly enriched biological processes. The right panels show word clouds for each biologically similar cluster (a general cluster of high-level biological processes was present for each cell-type and omitted). E, early; H, hybrid; M, monocytic; PMN, granulocytic; CD16^+^, non-classical monocyte; CD14^+^, classical monocyte; MK, megakaryocyte; cDC, conventional dendritic cell; infl., inflammatory.

### 3.4 Determination of differentiation pathways and cell lineage in septic cohorts

Having described the MDSC subpopulations, we next set out to incorporate these findings into differentiation pathways of the myeloid compartment in septic patients. Quantifying transcriptional kinetics via RNA velocity estimation revealed complex, fluid relationships between MDSC phenotypes (**Figure 8A**). As expected, M-MDSCs appeared to serve as the bridge between early immunosuppressive cell types and mature myeloid cells such as monocytes and cDCs (**Figure 8B**). As our analysis was based on PBMCs, it was not possible to compare the transition from MDSCs to mature granulocytes (PMNs). Estimating the graph connectivity between monocyte-lineage cell types allowed us to quantify the strength of each undirected relationship, and showed that MDSC subpopulations are both highly interconnected and much more internally similar to each other than they are to populations of terminally-differentiated myeloid cells (**Figures 8B, C**).

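RNA velocity was not analysed here, and the PAGA connectivity between classes was taken from the neighbour graph of the septic monocytic cells, where 1 is the strongest link. Cluster 2 had a connectivity of 0.111 with CD14+ monocytes, the 10th strongest link, and of 0.0291 with granulocytic cells, the 28th. Granulocytic cells were linked with the low-count cluster 0 at 0.189 and with CD14+ monocytes at 0.000978. The strongest link of cluster 2 was with cluster 14 at 0.206, the 3rd strongest, which fitted the M-MDSC list best but was left without a name. Granulocytic cells had 0.0432 with cluster 14, and 1.00 without Harmony. Without Harmony, cluster 2 had 0.458 with cluster 14, 0.240 with CD14+ monocytes and 0.0705 with granulocytic cells. Cluster 14 had at least 10 cells in only 1 septic subject, so that its links rest mostly on 1 library. Its septic cells had a median of 244 counts, granulocytic cells 180 and cluster 0 159, against 2811 in CD14+ monocytes. Similar depth was not separated from similar expression. Connectivity has no replicates, and E-, PMN- and H-MDSCs are not separate classes here.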

**Figure 8:**
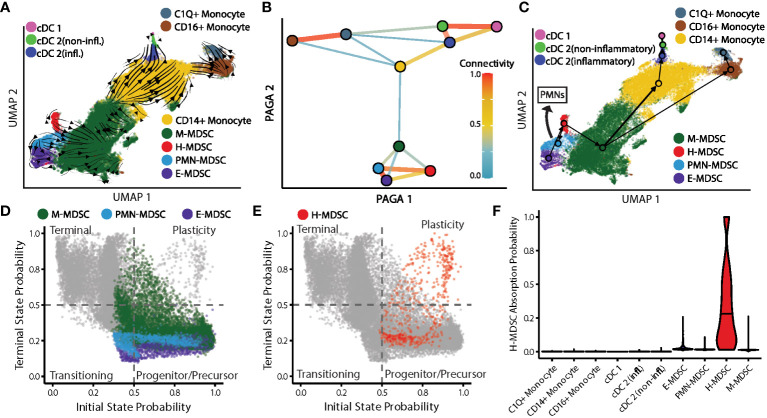
Topology of myeloid differentiation and plasticity in septic patients. **(A)** Myeloid cell smoothed RNA velocity estimates projected onto UMAP. Arrows represent differentiation potential. **(B)** Undirected partition-based graph abstraction (PAGA) of myeloid cell types. Line width/color between cell types denote relationship strength. Nodes colored by cell type. **(C)** Arrow directions represent differentiation potential. Arrow widths denote strength of connectivities between cell types. Arrow manually added indicating PMN-MDSC differentiation into granulocytes. **(D)** Cell state probabilities shown together for M-, PMN-, and E-MDSCs with all other cells in gray. **(E)** Similar to **(D)** with H-MDSCs in red. **(F)** H-MDSC cell fate absorption probabilities. cDC, conventional dendritic cell; infl., inflammatory; CD16^+^, non-classical monocyte; CD14^+^, classical monocyte; M, monocytic; H, hybrid; PMN, granulocytic; E, early.

After analyzing velocity-inferred cell state transitions performed with CellRank, all E-, PMN-, and the vast majority of M-MDSCs cell states were classified as progenitor-like or transitioning-like (**Figure 8D**). Only H-MDSCs contained a significant proportion of cells in a plasticity-like state with high probabilities for both initial and terminal cell states (in which cells remain H-MDSCs) (**Figure 8E**) (57). Supporting this, significant variation was observed in the likelihood of an H-MDSC staying an H-MDSC when estimated by absorption probabilities from CellRank, with a mean (SD) probability of 0.33 (0.29) (**Figure 8F**). No other cell types were likely to end up as H-MDSCs. To better characterize the biology underlying commitment to the H-MDSC cell fate, lineage driver genes (genes significantly correlated with the probability of becoming an H-MDSC) were identified by computing Spearman correlations of expression with absorption probabilities. Highly correlated genes were diverse in function and included inflammation-associated genes such as *S100A8*, *-9*, and *-12*, along with immunoregulatory genes *ALOX5A*, *RETN*, and *IL1R2*.

Next, we investigated differences in cell states across sepsis groups for each MDSC subpopulation. As H-MDSCs were not observed in sepsis patients who experienced rapid recovery, they were not included for this analysis. M-MDSCs were highly consistent between septic patients at day 4 and days 14-21 in terms of their cell states and kinetics (**Figure 9A**). Interestingly, PMN-MDSCs displayed the most heterogeneity, specifically in late sepsis patients with CCI compared to both day 4 septic patients and late sepsis patients who rapidly recovered. PMN-MDSCs in late sepsis patients who developed CCI had significantly slower differentiation speed, higher cell state stability, and lower initial state probabilities (**Figure 9B**). This is consistent with PMN-MDSCs persisting in CCI compared to patients who rapidly recover after sepsis. E-MDSCs in late sepsis patients with CCI also showed significantly lower differentiation progression than acutely septic patients or late sepsis patients who rapidly recovered, along with a higher degree of cell commitment along the differentiation trajectory compared to acutely septic patients (**Figure 9C**).

**Figure 9:**
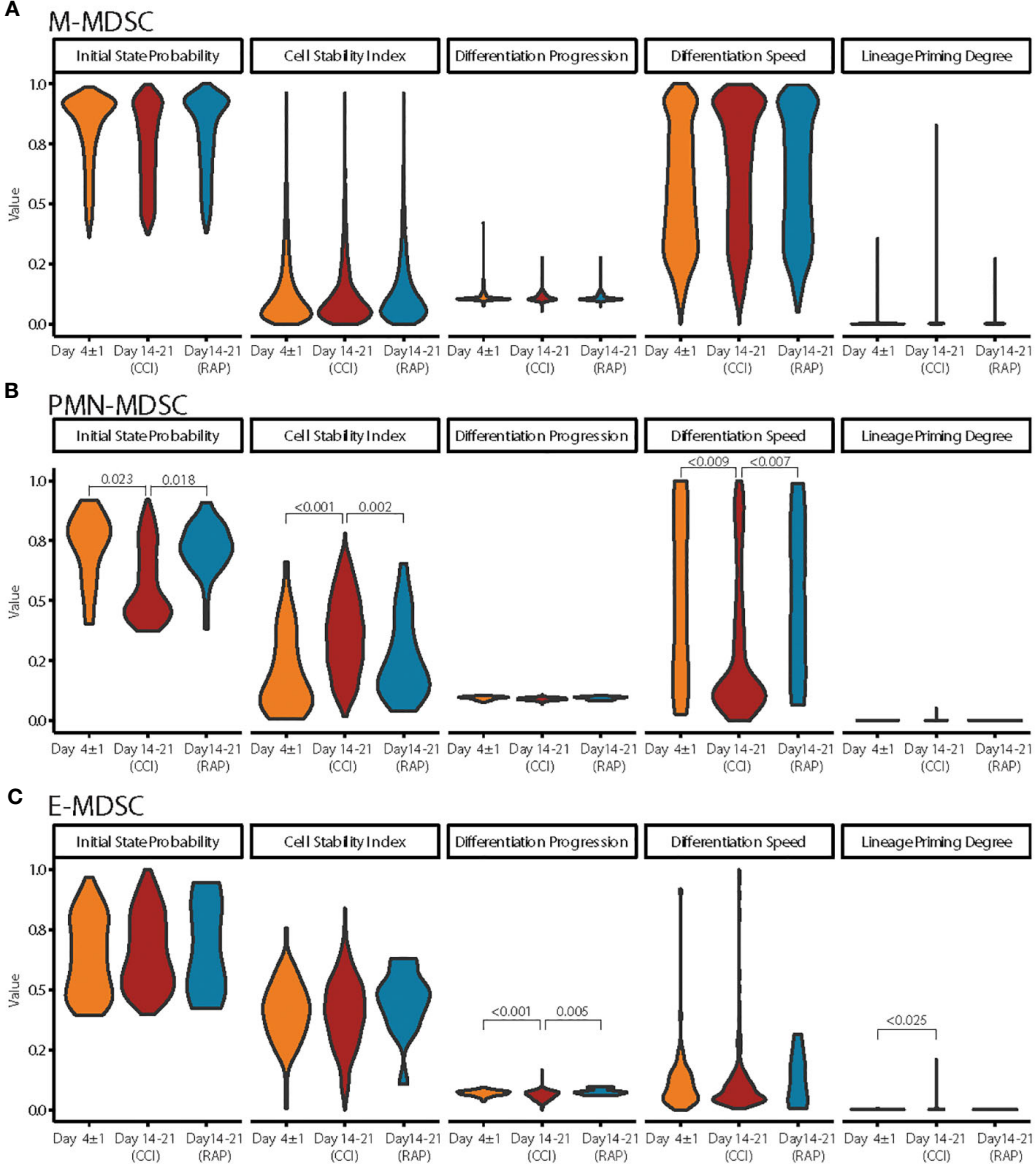
Differences in PMN-, E-, and M-MDSCs across septic time-points. **(A)** Cell dynamic parameters estimated from CellRank were compared across cells from septic patients at Day 4 ± 1 (acute sepsis) (n=4), patients at day 14-21 who rapidly recovered (“RAP”) (n=4), and patients at day 14-21 who developed chronic critical illness (“CCI”) (n=5) in M-MDSCs. **(B, C)** Similar to **(A)** for PMN-MDSCs and E-MDSCs, respectively. Significant *p*-values (< 0.05) were obtained from fitting a linear mixed model. E, early; PMN, granulocytic; H, hybrid; M, monocytic.

As previously stated, CD66b^+^-isolated PBMCs met the criteria of MDSCs in their ability to suppress either T-lymphocyte cytokine/chemokine production or T-lymphocyte proliferation *ex vivo* (**Figures 5**, **6**) (4, 16), although CD66b^+^-isolated PBMCs were not identical in their suppressive activity from acutely septic patients or late time periods after severe infection. Interestingly, whether using cell-surface markers or transcriptomic analysis of the current dataset, differential expression of several key MDSC genes published in the cancer literature did not reach significance and/or were modestly expressed in septic individuals (**Figure 10**). For example, although there was upregulation of genes in the *S100A* and *MMP* superfamilies, differential expression of *ARG1, IL-10, NOS2*, and *TGFB1* did not reach significance (although transcripts from all genes were detected).

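ARG1, IL10, NOS2, TGFB1 and the S100A and MMP genes of Fig. 10, 13 genes in all, were read in the M-MDSC pseudobulk, and the 7 with enough counts gave 21 tests against healthy subjects, of which edgeR called 0 at an adjusted p under 0.05 over all genes and 0 adjusted over the list alone, with 7 at an unadjusted p under 0.05. DESeq2 also called 0 of the 21 tests in either way. The study chose these genes for its own figure and text, so that the count over the list is not independent evidence. S100A8 (ENSG00000143546, chromosome 1 from 153390032 to 153391073) had 9109 ± 6682 CPM (SD, n = 7) in healthy subjects, 32080 ± 36600 (n = 4) at Day 4, 24862 ± 12234 (n = 4) in RAP and 37009 ± 1161 (n = 2) in CCI. Its log2 fold changes were 1.82, 1.45 and 2.02 (standard errors 0.74, 0.73 and 0.87, edgeR p adjusted over the list alone = 0.112, 0.144 and 0.112), and the Day 4 value ranged from 0.63 to 2.19 with each subject left out. S100A9 (ENSG00000163220, chromosome 1 from 153357854 to 153361023) had log2 fold changes of 1.51, 1.09 and 1.64, and S100A12 (ENSG00000163221, chromosome 1 from 153373711 to 153375621) of 1.77, 1.57 and 1.86. Without D1 the S100A9 value at Day 4 was 1.87 and passed the list's threshold (edgeR p adjusted over the list alone = 0.0399), but it was 0.89 without D3, and the S100A12 value ranged from 0.68 without D3 to 2.16 without D1. S100A4 (ENSG00000196154, chromosome 1 from 153543613 to 153550136), S100A6 (ENSG00000197956, chromosome 1 from 153534599 to 153536244) and S100A10 (ENSG00000197747, chromosome 1 from 151982915 to 151993859) lay between 0.50 and 1.40, and S100A6 at Day 4 was -0.05 without D3. With 1 subject left out, S100A4 and S100A10 at Day 4 fell as low as 0.19 and 0.32. TGFB1 (ENSG00000105329, chromosome 19 from 41301587 to 41353922) had log2 fold changes of -0.23, -0.05 and 0.46 (standard errors 0.26, 0.25 and 0.31), the RAP value being 0.09 without R3. The other 6 of the 13 genes had too few counts for the test. ARG1 (ENSG00000118520, chromosome 6 from 131470832 to 131584332) had 3 counts in healthy subjects, 3 at Day 4, 4 in RAP and 19 in CCI, of 14050684, 6001541, 12619539 and 13586605 counts in all. IL10 (ENSG00000136634, chromosome 1 from 206767602 to 206774541) had 8, 26, 51 and 67, NOS2 (ENSG00000007171, chromosome 17 from 27756766 to 27800529) 0, 1, 1 and 0, MMP8 (ENSG00000118113, chromosome 11 from 102711796 to 102727050) 0, 1, 6 and 8, MMP9 (ENSG00000100985, chromosome 20 from 46008908 to 46016561) 14, 10, 6 and 4, and S100A5 (ENSG00000196420, chromosome 1 from 153537147 to 153541765) 8, 4, 4 and 11 counts in the same order. These counts cover CD14 lineage cells alone. Granulocytic cells, which this pseudobulk leaves out, held ARG1 and MMP8 counts in each septic group, given under the other observations. The paper states that canonical genes of MDSCs in cancer are modest in sepsis.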

**Figure 10:**
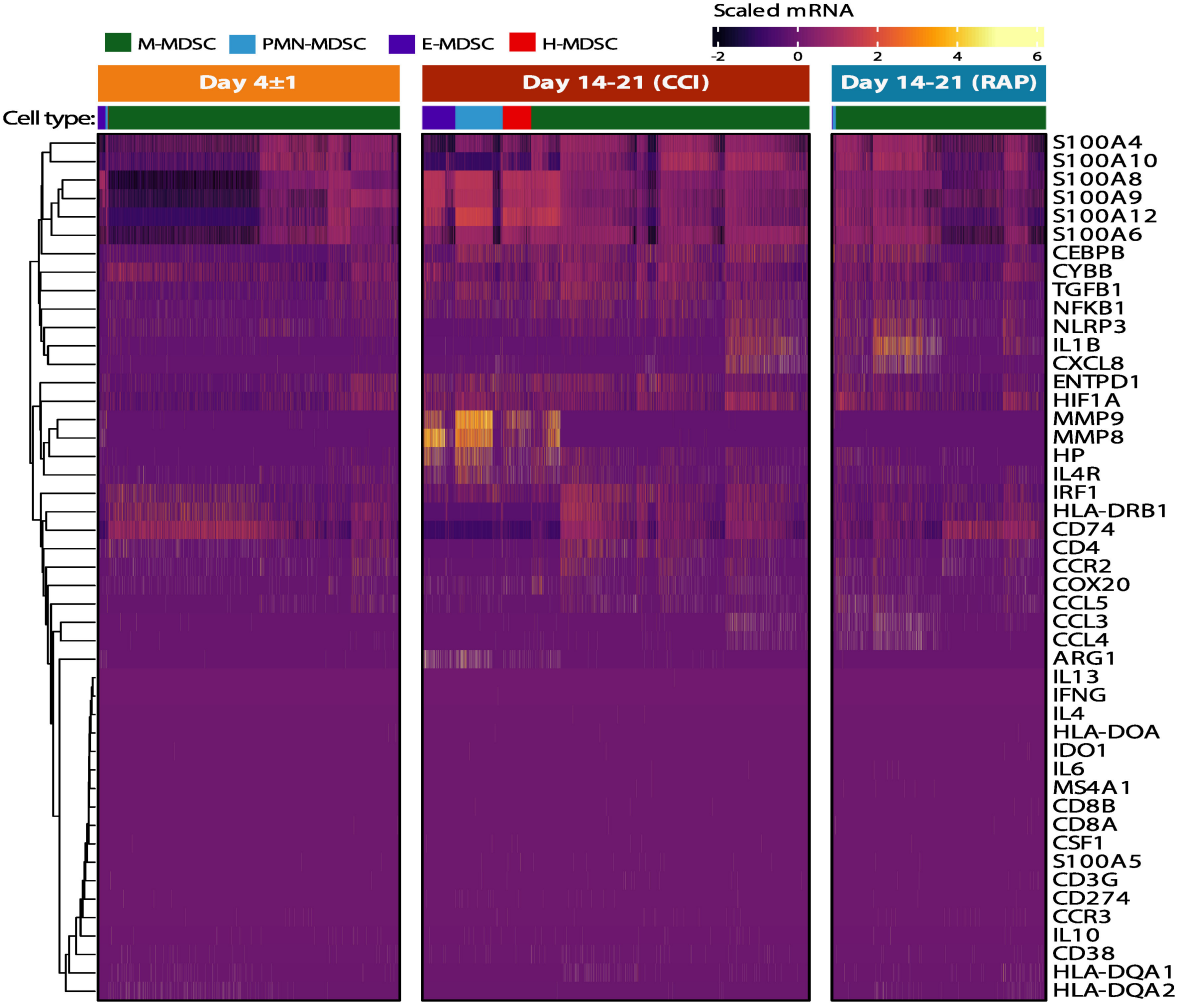
Canonical MDSC genes in immunosuppressive cell subpopulations in septic patients. Heatmap of scaled expression of canonical genes identified in the current MDSC literature. Cells in the four identified MDSC subpopulations are denoted in the colored key. Genes were arranged using hierarchical clustering with complete linkage. Patient groups include acutely septic patients (“Day 4 ± 1”) (n=4) and late sepsis patients who developed chronic critical illness (“CCI”) (n=5) or experienced rapid recovery (“RAP”) (n=4). M, monocytic; PMN, granulocytic; E, early; H, hybrid.

## 4 Discussion

Since their delineation by Gabrilovich in 2007 (78), MDSCs have been reported in multiple inflammatory diseases in addition to cancer (79). Recently, Hedge et al. described significant heterogeneity among these immune suppressive cells in the myeloid compartment (13). They stated that historically we have had a ‘*monolithic view*’ or definition of MDSCs, and that a more complex ‘*emergent view’* is required to better understand these leukocytes (13). In this report, we have taken both conceptual approaches (monolithic and emergent) to analyze MDSCs in one of the first cohorts to compare patients with poor (CCI) versus good (rapid recovery) clinical outcomes after surgical sepsis. Importantly, all analyses revealed significant alterations in the evolution of MDSCs after sepsis (i.e., time points) as well as significant differences in the MDSC subpopulations taken from sepsis survivors who rapidly recovered or developed CCI. In classifying MDSCs via gene expression and transcriptomic analysis, we have also identified a novel MDSC subpopulation (H-MDSCs) present only in sepsis survivors with CCI and acutely septic patients who progressed to CCI. Finally, even though we have demonstrated in this work and previously (16) that these cells suppressed lymphocyte proliferation to antigenic stimulation (similar to oncologic processes), the MDSCs identified after sepsis do not significantly express many of the well-described genes key to MDSC immunosuppression in other pathologies, most commonly cancer (80).

The study of MDSCs has expanded dramatically over the past decade. However, the overwhelming majority of these studies performed using blood samples are from cancer patients; only five studies focus on systemic infection and sepsis (8, 14, 81–83). Although MDSCs are commonly detected in different inflammatory pathologies, there is a gap in research regarding this cell type in the infected or post-infected host. Data are increasingly illustrating the impact of a dysregulated myeloid compartment in patients with poor long-term outcomes, including COVID-19 (84). MDSCs have been identified in these patients, especially those with more severe disease or poor outcomes (85, 86), and are being considered as a target for immunotherapy (87).

MDSCs are challenging to define and characterize. As such, cell surface markers and genes historically used to identify MDSC subpopulations were amassed from multiple different resources, predominantly from the cancer literature. Surface markers differ between humans and other species, so only human studies could be considered (88, 89). Based on previous work, we began by isolating CD66b^+^ PBMCs as a means to obtain PMN-MDSCs for functional analysis in septic patients and healthy subjects (10). Interestingly, although we found that the purity of the isolation of CD66b^+^ leukocytes (**Figure S1**) was very good, and even though CD66b is considered a marker for granulocytes (90), we identified that the CD66b^+^ population consisted of a mixture of PMN- and M-MDSCs (**Figure S2**). Although there can be populations of MDSCs that have different levels of both CD14 or CD15 cell surface expression (91), these positively isolated CD66b^+^ PBMCs were a combination of CD14^+^CD15^-^CD66b^low^ (M-MDSC) and CD15^+^CD66b^high^ (PMN-MDSC) cells. 

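CEACAM8 (ENSG00000124469, chromosome 19 of hg38 from 42580243 to 42595055), the gene of CD66b, had a count in 45 of 324 granulocytic cells, 13.9% at a median of 180.5 counts per cell. These were 30 of 165 granulocytic cells in CCI, 15 of 121 at Day 4, 0 of 27 in RAP and 0 of 11 in healthy subjects, at medians of 148 and 223 counts per cell. As background, 4 of 14073 CD4+ T cells had a count, 0.0284% at a median of 2040 counts per cell, and 0 of 2159 B cells. CD14+ monocytes had a count in 6 of 12792 cells (0.0469%, median 2746 counts), CD16+ monocytes in 2 of 4843 (0.0413%, median 1481 counts), cluster 2 in 2 of 6316 (0.0317%) and MK-like cells in 4 of 3583 (0.112%), shares near the background. Cluster 0 had 9 of 14999 cells with a count (0.0600%), all from CCI, where they were 9 of 838 cells, 1.07% at a median of 210 counts, against 0.371% of CD4+ T cells in CCI at a median of 4778 counts. The granulocytic share was 22.2% in cells with at least 500 counts.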

Our CITE-seq data confirmed that *CEACAM8* expression was present in multiple myeloid cell populations. This variable MDSC cell surface expression of CD66b in septic patients appears similar to a cell type described in 1998 to define asynchronous myelopoiesis in malignant myeloid disorders (92). This highlights some of the difficulty regarding the use of cell surface phenotypes to classify MDSC subtypes after sepsis.

Of note, MDSCs are continuing to be described in certain patient populations, including sepsis, through cell surface markers only (93, 94). Although these data may be valid, our analysis would indicate that the traditional “*monolithic*” definition of MDSCs may not adequately define these plastic, transitory cell populations in critically ill patients with sepsis. Our results do not refute any currently accepted definitions of human MDSCs (including by cell marker phenotype) (10), but rather illustrate the complexity of the myelodysplasia that occurs after human sepsis, and the shortcomings of cell surface markers alone to identify myeloid cell types after severe infection. In addition, other immunosuppressive cells exist in the PBMCs of whole blood from septic human patients, specifically low-density PMNs and exhausted monocytes (95, 96). This work, and our current results, indicate an immediate compelling need for more refined and nuanced descriptions and definitions of the myeloid compartment after sepsis.

Veglia et al. previously described transcriptomic differences between MDSCs and terminally differentiated monocytes and neutrophils (10). Additional guidelines for characterization and nomenclature of MDSCs based on cell surface phenotypes have been proposed, although the same central resource does not appear to exist for single-cell transcriptomic signatures of different MDSC subpopulations (11, 97). However, specific genes have been described in the literature. In cancer, *STAT3* is important for the T-cell suppression exerted by MDSCs (98). *STAT1*, *-5*, and *-6* are also important in the regulation of arginase activity, although this may be more pertinent for cancer than sepsis based on the subdued level of *ARG1* expression in MDSCs identified from our septic patients (**Figure 10**) (98). It should also be noted that different subpopulations than the canonical PMN- and M-MDSCs have been previously described, including Eo-MDSCs (with eosinophilic characteristics) and fibrocystic MDSCs (99, 100).

A population of H-MDSCs was found when using the “*emergent*” classification system of MDSCs via genetic expression in order to classify cell types (**Figure 5C**). All four MDSC subpopulations appeared strongly interrelated and our data indicated that these cells are likely plastic in their myeloid state after sepsis (**Figure 6B**) (13). As to why we classified these cells as unique from previously defined MDSC subpopulations, H-MDSCs express many similar genes as PMN-MDSCs, although the average expression of these genes tends to be lower, such as with *IL1R2, CST7* and *MMP8/9*. H-MDSCs also share substantial overlap with M-MDSCs, with higher expression in sepsis of genes like *S100A8/9* and *DNAH17* (**Figure 10**). H-MDSCs may be an intermediary between MDSC subpopulations, and their presence in CCI further reveals the plasticity of myeloid differentiation in sepsis (**Figure 8**). Although MDSC subpopulations share a similar phenotype after sepsis, their function and transcriptomic patterns are distinct. Thus, after sepsis, *‘a MDSC is not a MDSC,’* and there is a unique expression of myelodysplasia after severe infection depending on both host and outcome. These data support the concept that targeted therapeutic strategies will be required within these sepsis phenotypes given the heterogenic response of the myeloid compartment to sepsis.

This study was limited by the number of patients in each study arm; however, our sample size estimates were similar to past publications in the field (14, 64). This is also a single-institution study in which treatment of sepsis is standardized but may differ compared to other institutions. Additionally, we did not stratify septic patients by septic source. Future directions include stratification of our patient cohorts by infection source and demographic information such as age, sex, and ethnicity/race to determine confounding factors which may have affected our analysis by different clinical outcomes after sepsis.

In summary, we have determined that the post-septic myeloid compartment is complex and includes a unique MDSC subpopulation that has not been previously described. Importantly, the heterogeneous response of the blood myeloid compartment to sepsis varies based on time and clinical outcome (CCI vs rapid recovery) and demonstrates that cell surface markers may not be a reliable indicator of circulating myeloid cell types after sepsis. Sepsis, like many other pathologies, requires a precision/personalized medical approach in order to improve host outcomes (22). Our work reveals specific cell types and pathways that could be modified in patients at risk of poor outcomes after sepsis (CCI) to convert them to a phenotype of rapid recovery.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE252331 (GEO).

## Ethics statement

The studies involving humans were approved by the University of Florida Institutional Review Board. The studies were conducted in accordance with the local legislation and institutional requirements. The participants provided their written informed consent to participate in this study.

## Author contributions

ELB: Writing – review & editing, Writing – original draft. JRL: Writing – review & editing, Writing – original draft. DBD: Writing – review & editing, Investigation. JCR: Writing – review & editing, Investigation. MW: Writing – review & editing, Investigation. VEP: Writing – review & editing, Writing – original draft. GSG: Writing – review & editing. JAM: Writing – review & editing. MLD: Writing – review & editing, Investigation. RU: Writing – review & editing, Investigation. DCN: Writing – review & editing, Investigation. M-PLG: Writing – review & editing, Investigation. SDL: Writing – review & editing, Investigation. LM: Writing – review & editing, Investigation. TJL: Writing – review & editing, Investigation. AMM: Writing – review & editing, Investigation. RM: Writing – review & editing, Investigation. MPK: Writing – review & editing, Investigation, Funding acquisition, Conceptualization. CEM: Writing – review & editing, Investigation, Funding acquisition, Conceptualization. MAB: Writing – review & editing, Investigation. TMB: Writing – review & editing, Investigation. LLM: Writing – review & editing, Writing – original draft, Visualization, Methodology, Investigation, Conceptualization. RB: Writing – review & editing, Writing – original draft, Investigation. PAE: Supervision, Project administration, Methodology, Funding acquisition, Conceptualization, Writing – review & editing, Writing – original draft, Visualization.

## References

[1] SingerMDeutschmanCSSeymourCWShankar-HariMAnnaneDBauerM. The third international consensus definitions for sepsis and septic shock (Sepsis-3). JAMA. (2016) 315:801–10. doi: 10.1001/jama.2016.0287 PMC496857426903338

[2] StortzJAMiraJCRaymondSLLoftusTJOzrazgat-BaslantiTWangZ. Benchmarking clinical outcomes and the immunocatabolic phenotype of chronic critical illness after sepsis in surgical intensive care unit patients. J Trauma Acute Care Surg. (2018) 84:342–9. doi: 10.1097/TA.0000000000001758 PMC578025629251709

[3] CuencaAGDelanoMJKelly-ScumpiaKMMorenoCScumpiaPOLafaceDM. A paradoxical role for myeloid-derived suppressor cells in sepsis and trauma. Mol Med. (2011) 17:281–92. doi: 10.2119/molmed.2010.00178 PMC306098821085745

[4] MathiasBDelmasALOzrazgat-BaslantiTVanzantELSzpilaBEMohrAM. Human myeloid-derived suppressor cells are associated with chronic immune suppression after severe sepsis/septic shock. Ann Surg. (2017) 265:827–34. doi: 10.1097/SLA.0000000000001783 PMC510282427163951

[5] HoriguchiHLoftusTJHawkinsRBRaymondSLStortzJAHollenMK. Innate immunity in the persistent inflammation, immunosuppression, and catabolism syndrome and its implications for therapy. Front Immunol. (2018) 9:595. doi: 10.3389/fimmu.2018.00595 29670613 PMC5893931

[6] KondoAYamashitaTTamuraHZhaoWTsujiTShimizuM. Interferon-gamma and tumor necrosis factor-alpha induce an immunoinhibitory molecule, B7-H1, via nuclear factor-kappaB activation in blasts in myelodysplastic syndromes. Blood. (2010) 116:1124–31. doi: 10.1182/blood-2009-12-255125 PMC337514020472834

[7] KondoYTachikawaEOhtakeSKudoKMizumaKKashimotoT. Inflammatory cytokines decrease the expression of nicotinic acetylcholine receptor during the cell maturation. Mol Cell Biochem. (2010) 333:57–64. doi: 10.1007/s11010-009-0204-4 19626424

[8] UhelFAzzaouiIGregoireMPangaultCDulongJTadieJM. Early expansion of circulating granulocytic myeloid-derived suppressor cells predicts development of nosocomial infections in patients with sepsis. Am J Respir Crit Care Med. (2017) 196:315–27. doi: 10.1164/rccm.201606-1143OC 28146645

[9] CoudereauRWaeckelLCourMRimmeleTPescarmonaRFabriA. Emergence of immunosuppressive LOX-1+ PMN-MDSC in septic shock and severe COVID-19 patients with acute respiratory distress syndrome. J Leukocyte Biol. (2022) 111:489–96. doi: 10.1002/JLB.4COVBCR0321-129R PMC824253233909917

[10] VegliaFSansevieroEGabrilovichDI. Myeloid-derived suppressor cells in the era of increasing myeloid cell diversity. Nat Rev Immunol. (2021) 21:485–98. doi: 10.1038/s41577-020-00490-y PMC784995833526920

[11] BronteVBrandauSChenSHColomboMPFreyABGretenTF. Recommendations for myeloid-derived suppressor cell nomenclature and characterization standards. Nat Commun. (2016) 7:12150. doi: 10.1038/ncomms12150 27381735 PMC4935811

[12] MiraJCCuschieriJOzrazgat-BaslantiTWangZGhitaGLLoftusTJ. The epidemiology of chronic critical illness after severe traumatic injury at two level-one trauma centers. Crit Care Med. (2017) 45:1989–96. doi: 10.1097/CCM.0000000000002697 PMC569376928837430

[13] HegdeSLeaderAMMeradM. MDSC: Markers, development, states, and unaddressed complexity. Immunity. (2021) 54:875–84. doi: 10.1016/j.immuni.2021.04.004 PMC870956033979585

[14] DardenDBBacherRBruskoMAKnightPHawkinsRBCoxMC. Single-cell RNA-seq of human myeloid-derived suppressor cells in late sepsis reveals multiple subsets with unique transcriptional responses: A pilot study. Shock (Augusta Ga. (2021) 55:587–95. doi: 10.1097/SHK.0000000000001671 PMC801967933021571

[15] LoftusTJMiraJCOzrazgat-BaslantiTGhitaGLWangZStortzJA. Sepsis and Critical Illness Research Center investigators: protocols and standard operating procedures for a prospective cohort study of sepsis in critically ill surgical patients. BMJ Open. (2017) 7:e015136. doi: 10.1136/bmjopen-2016-015136 PMC564277528765125

[16] HollenMKStortzJADardenDDirainMLNacionalesDCHawkinsRB. Myeloid-derived suppressor cell function and epigenetic expression evolves over time after surgical sepsis. Crit Care. (2019) 23:355. doi: 10.1186/s13054-019-2628-x 31722736 PMC6854728

[17] BrakenridgeSCEfronPACoxMCStortzJAHawkinsRBGhitaG. Current epidemiology of surgical sepsis: discordance between inpatient mortality and 1-year outcomes. Ann Surg. (2019) 270:502–10. doi: 10.1097/SLA.0000000000003458 PMC694268731356275

[18] DardenDBBrakenridgeSCEfronPAGhitaGLFennerBPKellyLS. Biomarker evidence of the persistent inflammation, immunosuppression and catabolism syndrome (PICS) in chronic critical illness (CCI) after surgical sepsis. Ann Surg. (2021) 274:664–73. doi: 10.1097/SLA.0000000000005067 PMC859225534506322

[19] TrellakisSBruderekKHutteJElianMHoffmannTKLangS. Granulocytic myeloid-derived suppressor cells are cryosensitive and their frequency does not correlate with serum concentrations of colony-stimulating factors in head and neck cancer. Innate Immun. (2013) 19:328–36. doi: 10.1177/1753425912463618 23160385

[20] BlanterMGouwyMStruyfS. Studying neutrophil function in *vitro*: cell models and environmental factors. J Inflammation Res. (2021) 14:141–62. doi: 10.2147/JIR.S284941 PMC782913233505167

[21] SchenzJObermaierMUhleSWeigandMAUhleF. Low-density granulocyte contamination from peripheral blood mononuclear cells of patients with sepsis and how to remove it - A technical report. Front Immunol. (2021) 12:684119. doi: 10.3389/fimmu.2021.684119 34484182 PMC8416421

[22] DardenDBKellyLSFennerBPMoldawerLLMohrAMEfronPA. Dysregulated immunity and immunotherapy after sepsis. J Clin Med. (2021) 10. doi: 10.3390/jcm10081742 PMC807353633920518

[23] ZhengGXTerryJMBelgraderPRyvkinPBentZWWilsonR. Massively parallel digital transcriptional profiling of single cells. Nat Commun. (2017) 8:14049. doi: 10.1038/ncomms14049 28091601 PMC5241818

[24] AndrewsS. A quality control tool for high througput sequence data: Babraham Bioinformatics (2010). Available online at: https://www.bioinformatics.babraham.ac.uk/projects/fastqc/.

[25] GaidatzisDBurgerLFlorescuMStadlerMB. Analysis of intronic and exonic reads in RNA-seq data characterizes transcriptional and post-transcriptional regulation. Nat Biotechnol. (2015) 33:722–9. doi: 10.1038/nbt.3269 26098447

[26] SrivastavaAMalikLSarkarHPatroR. A Bayesian framework for inter-cellular information sharing improves dscRNA-seq quantification. Bioinformatics. (2020) 36:i292–i9. doi: 10.1093/bioinformatics/btaa450 PMC735527732657394

[27] SrivastavaAMalikLSmithTSudberyIPatroR. Alevin efficiently estimates accurate gene abundances from dscRNA-seq data. Genome Biol. (2019) 20:65. doi: 10.1186/s13059-019-1670-y 30917859 PMC6437997

[28] HeDZakeriMSarkarHSonesonCSrivastavaAPatroR. Alevin-fry unlocks rapid, accurate and memory-frugal quantification of single-cell RNA-seq data. Nat Methods. (2022) 19:316–22. doi: 10.1038/s41592-022-01408-3 PMC893384835277707

[29] R: A language and environment for statistical computing.: The R Foundation (2022). Available online at: https://www.r-project.org/.

[30] Python language reference: python (2019). Available online at: https://docs.python.org/3/.

[31] ZhuASrivastavaAIbrahimJGPatroRLoveMI. Nonparametric expression analysis using inferential replicate counts. Nucleic Acids Res. (2019) 47:e105. doi: 10.1093/nar/gkz622 31372651 PMC6765120

[32] GriffithsJARichardACBachKLunATLMarioniJC. Detection and removal of barcode swapping in single-cell RNA-seq data. Nat Commun. (2018) 9:2667. doi: 10.1038/s41467-018-05083-x 29991676 PMC6039488

[33] LunATLRiesenfeldSAndrewsTDaoTPGomesTparticipants in the 1st Human Cell Atlas J. EmptyDrops: distinguishing cells from empty droplets in droplet-based single-cell RNA sequencing data. Genome Biol. (2019) 20:63. doi: 10.1186/s13059-019-1662-y 30902100 PMC6431044

[34] HaoYHaoSAndersen-NissenEMauckWM3rdZhengSButlerA. Integrated analysis of multimodal single-cell data. Cell. (2021) 184:3573–87 e29. doi: 10.1016/j.cell.2021.04.048 34062119 PMC8238499

[35] TiroshIIzarBPrakadanSMWadsworthMH2ndTreacyDTrombettaJJ. Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. Science. (2016) 352:189–96. doi: 10.1126/science.aad0501 PMC494452827124452

[36] KorsunskyIMillardNFanJSlowikowskiKZhangFWeiK. Fast, sensitive and accurate integration of single-cell data with Harmony. Nat Methods. (2019) 16:1289–96. doi: 10.1038/s41592-019-0619-0 PMC688469331740819

[37] McInnesLH,JMelvilleJ. UMAP: uniform manifold Approximation and Projection for Dimension Reduction Cornell University (2018). Available online at: https://arxiv.org/abs/1802.03426.

[38] BlondelVDGuillaumeJ-LLambiotteRLefebvreE. Fast unfolding of communities in large networks. J Stat Mechanics: Theory Experiment. (2008) 2008:P10008. doi: 10.1088/1742-5468/2008/10/P10008

[39] AranDLooneyAPLiuLWuEFongVHsuA. Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. Nat Immunol. (2019) 20:163–72. doi: 10.1038/s41590-018-0276-y PMC634074430643263

[40] SchmiedelBJSinghDMadrigalAValdovino-GonzalezAGWhiteBMZapardiel-GonzaloJ. Impact of genetic polymorphisms on human immune cell gene expression. Cell. (2018) 175:1701–15 e16. doi: 10.1016/j.cell.2018.10.022 30449622 PMC6289654

[41] MartensJHStunnenbergHG. BLUEPRINT: mapping human blood cell epigenomes. Haematologica. (2013) 98:1487–9. doi: 10.3324/haematol.2013.094243 PMC378944924091925

[42] ConsortiumEP. An integrated encyclopedia of DNA elements in the human genome. Nature. (2012) 489:57–74. doi: 10.1038/nature11247 22955616 PMC3439153

[43] MabbottNABaillieJKBrownHFreemanTCHumeDA. An expression atlas of human primary cells: inference of gene function from coexpression networks. BMC Genomics. (2013) 14:632. doi: 10.1186/1471-2164-14-632 24053356 PMC3849585

[44] MonacoGLeeBXuWMustafahSHwangYYCarreC. RNA-seq signatures normalized by mRNA abundance allow absolute deconvolution of human immune cell types. Cell Rep. (2019) 26:1627–40 e7. doi: 10.1016/j.celrep.2019.01.041 30726743 PMC6367568

[45] BauerDF. Constructing confidence sets using rank statistics. J Am Stat Assoc. (1972) 67:687–90. doi: 10.1080/01621459.1972.10481279

[46] MillerRG. Simultaneous statistical inference. 2nd ed. New York, NY: Springer International Publishing (2012). p. 315.

[47] CrowellHLSonesonCGermainPLCaliniDCollinLRaposoC. muscat detects subpopulation-specific state transitions from multi-sample multi-condition single-cell transcriptomics data. Nat Commun. (2020) 11:6077. doi: 10.1038/s41467-020-19894-4 33257685 PMC7705760

[48] BenzansonJE,AKarpinskiSShahVB. Julia: A fresh approach to numerical computing. SIAM Rev. (2017) 59:65–98. doi: 10.1137/141000671

[49] BatesDA,PKleinschmidtDCalderonJBSNoackAKelmanTBouchet-ValatM. JuliaStats/MixedModels.jl: v2.3.0 (v.2.3.0). Zenodo (2020). doi: 10.5281/zenodo.3727845

[50] HolmS. A simple sequentially rejective multiple test procedure. Scand J Stat. (1979) 6:65–70. Available at: http://www.jstor.org/stable/4615733

[51] KolbergLRaudvereUKuzminIViloJPetersonH. gprofiler2 – an R package for gene list functional enrichment analysis and namespace conversion toolset g:Profiler. F1000Res. (2020) 9. doi: 10.12688/f1000research PMC785984133564394

[52] BhuvaDD. vissE: Visualising Set Enrichment Analysis Results (2022). Available online at: https://davislaboratory.github.io/vissE.

[53] MelvilleJ. uwot: The Uniform Manifold Approximation and Projection (UMAP) method for dimensionality reduction (2022). Available online at: https://CRAN.R-project.org/package=uwot.

[54] VirshupIRybakovSTheisFJAngererPWolfFA. anndata: annotated data. bioRxiv. (2021), 2021.12.16.473007. doi: 10.1101/2021.12.16.473007

[55] La MannoGSoldatovRZeiselABraunEHochgernerHPetukhovV. RNA velocity of single cells. Nature. (2018) 560:494–8. doi: 10.1038/s41586-018-0414-6 PMC613080130089906

[56] BergenVLangeMPeidliSWolfFATheisFJ. Generalizing RNA velocity to transient cell states through dynamical modeling. Nat Biotechnol. (2020) 38:1408–14. doi: 10.1038/s41587-020-0591-3 32747759

[57] LangeMBergenVKleinMSettyMReuterBBakhtiM. CellRank for directed single-cell fate mapping. Nat Methods. (2022) 19:159–70. doi: 10.1038/s41592-021-01346-6 PMC882848035027767

[58] WolfFAHameyFKPlassMSolanaJDahlinJSGottgensB. PAGA: graph abstraction reconciles clustering with trajectory inference through a topology preserving map of single cells. Genome Biol. (2019) 20:59. doi: 10.1186/s13059-019-1663-x 30890159 PMC6425583

[59] WolfFAAngererPTheisFJ. SCANPY: large-scale single-cell gene expression data analysis. Genome Biol. (2018) 19:15. doi: 10.1186/s13059-017-1382-0 29409532 PMC5802054

[60] JacomyMVenturiniTHeymannSBastianM. ForceAtlas2, a continuous graph layout algorithm for handy network visualization designed for the Gephi software. PloS One. (2014) 9:e98679. doi: 10.1371/journal.pone.0098679 24914678 PMC4051631

[61] FruchtermanTMJReingoldEM. Graph drawing by force-directed placement. Software: Pract Experience. (1991) 21:1129–64. doi: 10.1002/spe.4380211102

[62] Pinheiro JCBDMRCT. nlme: linear and nonlinear mixed Effects Models (2023). Available online at: https://CRAN.R-project.org/package=nlme.

[63] LenthRVBBB, P.Gine-VazquezIHerveMJungMLoveJMiguezF. emmeans: Estimated Marginal Means, aka Least-Squares Means (2023). Available online at: https://CRAN.R-project.org/package=emmeans.

[64] DardenDBDongXBruskoMAKellyLFennerBRinconJC. A Novel single cell RNA-seq analysis of non-myeloid circulating cells in late sepsis. Front Immunol. (2021) 12:696536. doi: 10.3389/fimmu.2021.696536 34484194 PMC8415415

[65] StoeckiusMHafemeisterCStephensonWHouck-LoomisBChattopadhyayPKSwerdlowH. Simultaneous epitope and transcriptome measurement in single cells. Nat Methods. (2017) 14:865–8. doi: 10.1038/nmeth.4380 PMC566906428759029

[66] GabrilovichDI. Myeloid-derived suppressor cells. Cancer Immunol Res. (2017) 5:3–8. doi: 10.1158/2326-6066.CIR-16-0297 28052991 PMC5426480

[67] LupertoMZafraniL. T cell dysregulation in inflammatory diseases in ICU. Intensive Care Med Exp. (2022) 10:43. doi: 10.1186/s40635-022-00471-6 36279072 PMC9590394

[68] RinconJCEfronPAMoldawerLL. Immunopathology of chronic critical illness in sepsis survivors: Role of abnormal myelopoiesis. J Leukoc Biol. (2022) 112:1525–34. doi: 10.1002/JLB.4MR0922-690RR PMC970115536193662

[69] PrayBAYoussefYAlinariL. TBL1X: At the crossroads of transcriptional and posttranscriptional regulation. Exp Hematol. (2022) 116:18–25. doi: 10.1016/j.exphem.2022.09.006 36206873 PMC9929687

[70] ItskovichSSGurunathanAClarkJBurwinkelMWunderlichMBergerMR. MBNL1 regulates essential alternative RNA splicing patterns in MLL-rearranged leukemia. Nat Commun. (2020) 11:2369. doi: 10.1038/s41467-020-15733-8 32398749 PMC7217953

[71] ZhangQWuYChenJTanFMouJDuZ. The regulatory role of both MBNL1 and MBNL1-AS1 in several common cancers. Curr Pharm Des. (2022) 28:581–5. doi: 10.2174/1381612827666210830110732 34459372

[72] LiXLiYYuQQianPHuangHLinY. Metabolic reprogramming of myeloid-derived suppressor cells: An innovative approach confronting challenges. J Leukoc Biol. (2021) 110:257–70. doi: 10.1002/JLB.1MR0421-597RR PMC836198434075637

[73] SantosSSCarmoAMBrunialtiMKMaChadoFRAzevedoLCAssuncaoM. Modulation of monocytes in septic patients: preserved phagocytic activity, increased ROS and NO generation, and decreased production of inflammatory cytokines. Intensive Care Med Exp. (2016) 4:5. doi: 10.1186/s40635-016-0078-1 26879814 PMC4754229

[74] GongFCJiRWangYMYangZTChenYMaoEQ. Identification of potential biomarkers and immune features of sepsis using bioinformatics analysis. Mediators Inflamm. (2020) 2020:3432587. doi: 10.1155/2020/3432587 33132754 PMC7568774

[75] WuWZhangXLvHLiaoYZhangWChengH. Identification of immediate early response protein 2 as a regulator of angiogenesis through the modulation of endothelial cell motility and adhesion. Int J Mol Med. (2015) 36:1104–10. doi: 10.3892/ijmm.2015.2310 26260137

[76] KyjacovaLSaupRRonschKWallbaumSDukowic-SchulzeSFossA. IER2-induced senescence drives melanoma invasion through osteopontin. Oncogene. (2021) 40:6494–512. doi: 10.1038/s41388-021-02027-6 PMC861675934611309

[77] ChungTPLaramieJMMeyerDJDowneyTTamLHDingH. Molecular diagnostics in sepsis: from bedside to bench. J Am Coll Surg. (2006) 203:585–98. doi: 10.1016/j.jamcollsurg.2006.06.028 PMC711889317084318

[78] GabrilovichDIBronteVChenSHColomboMPOchoaAOstrand-RosenbergS. The terminology issue for myeloid-derived suppressor cells. Cancer Res. (2007) 67:425; author reply 6. doi: 10.1158/0008-5472.CAN-06-3037 17210725 PMC1941787

[79] VegliaFPeregoMGabrilovichD. Myeloid-derived suppressor cells coming of age. Nat Immunol. (2018) 19:108–19. doi: 10.1038/s41590-017-0022-x PMC585415829348500

[80] LiKShiHZhangBOuXMaQChenY. Myeloid-derived suppressor cells as immunosuppressive regulators and therapeutic targets in cancer. Signal Transduct Target Ther. (2021) 6:362. doi: 10.1038/s41392-021-00670-9 34620838 PMC8497485

[81] KotzeLAvan der SpuyGLeonardBPenn-NicholsonAMusvosviMMcAndaS. Targeted gene expression profiling of human myeloid cells from blood and lung compartments of patients with tuberculosis and other lung diseases. Front Immunol. (2022) 13:839747. doi: 10.3389/fimmu.2022.839747 35356003 PMC8959218

[82] DeanMJOchoaJBSanchez-PinoMDZabaletaJGaraiJDel ValleL. Severe COVID-19 is characterized by an impaired type I interferon response and elevated levels of arginase producing granulocytic myeloid derived suppressor cells. Front Immunol. (2021) 12:695972. doi: 10.3389/fimmu.2021.695972 34341659 PMC8324422

[83] ChenLJinSYangMGuiCYuanYDongG. Integrated single cell and bulk RNA-seq analysis revealed immunomodulatory effects of ulinastatin in sepsis: A multicenter cohort study. Front Immunol. (2022) 13:882774. doi: 10.3389/fimmu.2022.882774 35634310 PMC9130465

[84] Schulte-SchreppingJReuschNPaclikDBasslerKSchlickeiserSZhangB. Severe COVID-19 is marked by a dysregulated myeloid cell compartment. Cell. (2020) 182:1419–40 e23. doi: 10.1016/j.cell.2020.08.001 32810438 PMC7405822

[85] KiaeeFJamaatiHShahiHRoofchayeeNDVarahramMFolkertsG. Immunophenotype and function of circulating myeloid derived suppressor cells in COVID-19 patients. Sci Rep. (2022) 12:22570. doi: 10.1038/s41598-022-26943-z 36581679 PMC9799710

[86] XuGQiFLiHYangQWangHWangX. The differential immune responses to COVID-19 in peripheral and lung revealed by single-cell RNA sequencing. Cell Discovery. (2020) 6:73. doi: 10.1038/s41421-020-00225-2 33101705 PMC7574992

[87] RowlandsMSegalFHartlD. Myeloid-derived suppressor cells as a potential biomarker and therapeutic target in COVID-19. Front Immunol. (2021) 12:697405. doi: 10.3389/fimmu.2021.697405 34220859 PMC8250151

[88] FridlenderZGSunJMishalianISinghalSChengGKapoorV. Transcriptomic analysis comparing tumor-associated neutrophils with granulocytic myeloid-derived suppressor cells and normal neutrophils. PloS One. (2012) 7:e31524. doi: 10.1371/journal.pone.0031524 22348096 PMC3279406

[89] MillrudCRBergenfelzCLeanderssonK. On the origin of myeloid-derived suppressor cells. Oncotarget. (2017) 8:3649–65. doi: 10.18632/oncotarget.v8i2 PMC535622027690299

[90] McKennaEMhaonaighAUWubbenRDwivediAHurleyTKellyLA. Neutrophils: need for standardized nomenclature. Front Immunol. (2021) 12:602963. doi: 10.3389/fimmu.2021.602963 33936029 PMC8081893

[91] VetsikaEKKoinisFGioulbasaniMAggourakiDKoutoulakiASkalidakiE. A circulating subpopulation of monocytic myeloid-derived suppressor cells as an independent prognostic/predictive factor in untreated non-small lung cancer patients. J Immunol Res. (2014) 2014:659294. doi: 10.1155/2014/659294 25436215 PMC4243712

[92] HansenIMeyerKHoklandP. Flow cytometric identification of myeloid disorders by asynchronous expression of the CD14 and CD66 antigens. Eur J Haematol. (1998) 61:339–46. doi: 10.1111/j.1600-0609.1998.tb01098.x 9855250

[93] FengSCuiYZhouYShaoLMiaoHDouJ. Continuous renal replacement therapy attenuates polymorphonuclear myeloid-derived suppressor cell expansion in pediatric severe sepsis. Front Immunol. (2022) 13:990522. doi: 10.3389/fimmu.2022.990522 36263056 PMC9575946

[94] De ZuaniMHortova-KohoutkovaMAndrejcinovaITomaskovaVSramekVHelanM. Human myeloid-derived suppressor cell expansion during sepsis is revealed by unsupervised clustering of flow cytometric data. Eur J Immunol. (2021) 51:1785–91. doi: 10.1002/eji.202049141 PMC836015433788255

[95] SunRHuangJYangYLiuLShaoYLiL. Dysfunction of low-density neutrophils in peripheral circulation in patients with sepsis. Sci Rep. (2022) 12:685. doi: 10.1038/s41598-021-04682-x 35027618 PMC8758723

[96] PradhanKYiZGengSLiL. Development of exhausted memory monocytes and underlying mechanisms. Front Immunol. (2021) 12:778830. doi: 10.3389/fimmu.2021.778830 34777396 PMC8583871

[97] BergenfelzCLeanderssonK. The generation and identity of human myeloid-derived suppressor cells. Front Oncol. (2020) 10:109. doi: 10.3389/fonc.2020.00109 32117758 PMC7025543

[98] CondamineTGabrilovichDI. Molecular mechanisms regulating myeloid-derived suppressor cell differentiation and function. Trends Immunol. (2011) 32:19–25. doi: 10.1016/j.it.2010.10.002 21067974 PMC3053028

[99] GoldmannOBeinekeAMedinaE. Identification of a novel subset of myeloid-derived suppressor cells during chronic staphylococcal infection that resembles immature eosinophils. J Infect Dis. (2017) 216:1444–51. doi: 10.1093/infdis/jix494 29029332

[100] ZhangHMaricIDiPrimaMJKhanJOrentasRJKaplanRN. Fibrocytes represent a novel MDSC subset circulating in patients with metastatic cancer. Blood. (2013) 122:1105–13. doi: 10.1182/blood-2012-08-449413 PMC374498723757729

How the deposited data were processed for this re-analysis (not part of the article)

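Blood of healthy subjects and of surgical sepsis patients was studied by CITE-seq, after the authors mixed peripheral blood mononuclear cells with enriched myeloid cells. The study reports 25 samples, and 17 subjects with 34 libraries, 1 of RNA and 1 of surface protein each, were analysed here, 7 healthy subjects, 4 septic patients at day 4 (Day 4), 4 late sepsis patients with rapid recovery (RAP) and 2 late sepsis patients with chronic critical illness (CCI). The labels give 1 Day 4 subject and 1 RAP subject the same subject code, while the paper describes the late samples as coming from additional patients, and all subjects were treated as independent.

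The authors made 10x 5′ libraries, counted molecules with alevin-fry against a spliced and intronic reference made from hg38, and deposited the counts of each gene in each droplet as spliced, unspliced and ambiguous, without normalization. The droplets were not filtered, and the 36601 genes are listed by Ensembl identifier. For the protein libraries the authors likewise deposited raw counts per droplet of 11 proteins. All values were whole numbers, and no normalized values were used. Of the identifiers, 36366 were found in the GENCODE v44 annotation, from which symbols and hg38 places were taken, and the annotation release used for the counting is not stated in the paper's text.

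Droplets were called as cells with an own implementation of emptyDrops, with an ambient profile from droplets of at most 100 counts, 10000 Monte Carlo draws and a false discovery rate under 0.01. Cells were kept with under 5% mitochondrial counts and at least 3 spliced and 3 unspliced counts, as in the paper. The mitochondrial filter removed between 15.8% (R4) and 83.2% (D4) of the called droplets of a subject. The 94999 cells had a count for 30558 genes, and between 4.21% and 71.5% of a subject's cells had fewer than 500 counts, which limits what can be named and compared in them. Of the protein counts, between 5.60% and 82.3% per subject lay in droplets kept as cells.

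Counts were scaled to 10000 per cell and log transformed, 4000 variable genes and 50 principal components were taken, subjects were aligned with an own implementation of Harmony (theta 2, sigma 0.1, 100 clusters), and cells were clustered by Louvain at resolution 0.1 over 100 neighbours. The monocytic cells were clustered again with 3000 variable genes, 30 components, 50 neighbours and resolution 0.5. A cluster took the list with the highest mean log2 ratio when this was at least 0.25, when at least 3 of its markers were 1.5 times higher than elsewhere and found in 5% of the cells, and when its leading 10 genes held a marker of the list or its cells were at least as deep as the median of their subjects. M-MDSCs also needed HLA-DRA, HLA-DRB1 and CD74 below each CD14+ monocyte cluster. The thresholds of this rule were changed after the clusters were seen. The first rule asked for a mean log2 ratio of 1 and left clusters out for depth only when far below the median with no such marker, which named the low-count broad cluster (1.115) as Monocyte and would have left CD14+ monocytes (0.622) and cluster 2 (0.974) without names. The low-count cluster was counted among the monocytic cells after the clusters were seen. Cluster 2 holds more markers of the H-MDSC list than of its own among its leading 10 genes, and is therefore compared by its number. Doublets were not removed, since the methods name no tool for this. Scrublet (30 components, 8% expected) was tried as an alternative.

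Shares were compared between groups by exact two-sided permutation tests on the subjects' values, with Benjamini-Hochberg adjustment within each family of comparisons. Paired differences were tested by sign flips over subjects, by an exact test up to 10 subjects. Correlations over subjects used 100000 permutations. Pseudobulk sums over subjects with at least 10 cells were fitted in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test), with all 4 groups in 1 fit, so that the 2 CCI subjects share the estimate of the spread. Standard errors given with edgeR's log2 fold changes were derived, as the absolute log2 fold change over the square root of the test's F statistic. Genes were counted at an unadjusted p under 0.01, the paper's threshold, and at an adjusted p under 0.05. DESeq2 1.42.0, limma 3.58.1 for gene sets and statmod 1.5.0 were also used. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0 and igraph 0.11.9. The tests were run on simulated data with known changes first.

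The genes named are those the paper names for these experiments and, for each comparison with healthy subjects in each pseudobulk, up to 3 genes with the largest rise and 3 with the largest fall among the adjusted calls that changed the same way in each septic subject, without genes of the sex chromosomes and without immunoglobulin and T-cell receptor genes. The paper's tables had been seen when this rule was written. A limit for a count of 0 was set at 3 counts, and limits cover counting error only.

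The marker lists and most alternatives, but not the thresholds of the naming rule, were set before the data were examined. These alternatives covered the test, the filter on low counts, the groups in the fit, a minimum of 500 counts per cell, the population, the surface gate, the clustering resolution, the integration and leaving out each septic subject in turn. RNA velocity, gene ontology, flow cytometry and the T-cell assays were not analysed here.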

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

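The comparisons of granulocytic cells with healthy subjects and the tests of low-count droplets, of free RNA and of depth were all chosen after the results were seen.

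Granulocytic cells, which the paper compares between septic groups, were also counted in healthy subjects. Their share of monocytic cells lay above that of healthy subjects, 0.0484% ± 0.0523 (SD, n = 7), by 2.59 percentage points at Day 4 (exact two-sided permutation test, p = 0.0121, adjusted p = 0.0182 over 3 tests, with 3 of 4 subjects above each healthy subject), by 0.131 points in RAP (p = 0.00606 by the exact test, adjusted p = 0.0182, with 4 of 4 above) and by 2.399 points in CCI (p = 0.0278, the smallest that the exact test allows with 2 against 7, adjusted p = 0.0278, with 2 of 2 above). Adjusted over 6 tests, with those of cluster 2, the values are 0.0364, 0.0364 and 0.0556. The size of the Day 4 difference rests on D2 and D3, with shares of 3.78% and 6.51%, against 0.0695% in D1 and 0.212% in D4. The cells have few counts, so that low-count droplets called as cells are 1 technical explanation. In cells with at least 500 counts, the differences were 0.238 points at Day 4 (exact permutation p = 0.0242, 3 of 4 above) and 0.335 points in CCI (exact permutation p = 0.0278, 2 of 2 above), with adjusted p = 0.0417 for both, which argues against droplets under 500 counts as the whole cause in these groups, although only 8 and 18 septic cells against 1 healthy cell remain. In RAP no cell remained (exact permutation p = 1), and the explanation cannot be told apart from a small rise, since 27 cells are too few. Free RNA of granulocytes was tested in the ambient droplets of at most 100 counts, where the 10 granulocytic markers had 108.5 to 304 CPM in healthy subjects, and more than in each of these in 4 of 4 Day 4 subjects (432 to 5035 CPM), 3 of 4 RAP subjects (92.0 to 843) and 2 of 2 CCI subjects (447 to 1231). More granulocytes in the blood would raise the ambient level too, so that these levels alone cannot be told apart from it. The granulocytic cells had 22170, 13930 and 12650 CPM of these markers at Day 4, in RAP and in CCI, and 2274 in healthy subjects. They were picked out by such genes, however, so that chance among all droplets was allowed for. Of the granulocytic cells under 500 counts, 0 of 10 in healthy subjects and 0 of 14 in R4 had at least 3 marker counts, against 5 of 5 in R1. The naming of the healthy and R4 cells thus rests on few marker counts. If each droplet over 100 and under 500 counts drew from the ambient profile of its library, 0.335 droplets in CCI would hold at least 5 marker counts, against 37 of 147 granulocytic cells, which argues against evenly spread free RNA as the whole cause there. At Day 4, 54.6 droplets would, nearly all in the library of D2, against 46 of 113 cells. In D2 alone 54.5 were expected against 25 of 61 cells, so that evenly spread free RNA cannot be told apart there. In D3 0.0320 were expected against 19 of 46 cells, which argues against it as the whole cause in that library. D1 and D4, with 0.00321 and 0.00461 expected against 1 of 4 and 1 of 2 cells, have too few cells. In RAP 0.0505 were expected against 6 of 27 cells, too few to tell it apart. The number 5 was chosen after 3, 5, 8 and 12 had been tried. With at least 3 counts the expected droplets were 42.9, 405 and 12.1 against 64, 80 and 8 cells in CCI, Day 4 and RAP, so that in CCI the cells with fewer marker counts are not covered. With at least 8 counts 1.27 droplets were expected at Day 4 against 19 cells. In D2 these were 1.27 against 9 cells, and in D3 1.08e-05 against 9. CEACAM8 was found in 0 of 3063 cluster 0 cells at Day 4 (median 249 counts) and 1.07% of 838 in CCI (median 210), against 12.4% of 121 granulocytic cells (median 161) and 18.2% of 165 (median 205), where the cells were again grouped by such genes. Free RNA in clumps or fragments of granulocytes stays open in each group. The condition of the patients, which was not tested apart from depth, and the enrichment of each sample also stay open.

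Among 75 groups of subjects, 9 had a subject far from the rest of the group by Dixon's criterion, where chance gives 3.75. At Day 4 these were B cells at 4.28% (others 0.290% to 0.697%), plasma cells at 0.727% (others 1.47% to 1.55%), cDC2 at 1.22% (others 0.677% to 0.722%), C1Q+ monocytes at 12.4% (others 0.183% to 1.91%), CD16+ monocytes at 20.5% (others 4.75% to 6.51%) and cDC1 at 0.255% (others 0%). In RAP they were erythrocytes at 4.58% (others 0.218% to 0.935%) and HSPCs at 0.402% (others 0.102% to 0.141%), and in healthy subjects pDCs at 5.94% (others 0.850% to 2.02%). Plasma cells, cDC2, C1Q+ monocytes and CD16+ monocytes were those of D1, which has the lowest median count per cell of its group, 500. Of the 9 marked subjects' values, 5 belonged to the subject with the lowest or highest median count of its group, and depth cannot be told apart from a difference between persons, since 4 values of 1 subject are not independent. No biological explanation was tested, and the clinical course of the subjects within a group was not used here.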

How the results depend on the processing

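The alternatives without the highest 8% of doublet scores, without the low-count cluster and with it counted as Monocyte were chosen after the data were seen, and the others were planned. No paired analysis was possible because the labels share only 1 subject code between groups. Of 213 values of shares, counts and similarities under another setting, 143 kept their direction and their side of the threshold or stayed within the spread (7 of these come from gates that held no cells, a void test), 59 moved, 8 reversed, 2 became stronger and 1 weaker. Of 186 such values with 1 subject left out, 143 stayed, 31 moved, 9 reversed and 3 became weaker. Of 167 values of single genes and the ribosomal set under another setting 142 stayed, with 24 no longer past the threshold and 1 reversed, and of 164 with 1 subject left out 141 stayed, 20 became weaker, 2 reversed and 1 became stronger. Unless a cause is given, the cause of a change was not tested.

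For the shares, no setting and no subject left out gave an adjusted p under 0.05 in the broad, surface-gated or transcriptome-defined families, where the exact permutation tests gave 12 of 33, 0 of 12 and 0 of 6 at an unadjusted p under 0.05. In the transcriptome-defined family none could pass, since 4 subjects against 2 allow no p below 0.0667 and 4 against 4 none below 0.0286. Its lack of calls says nothing about stability. With the low-count cluster counted as Monocyte, the Monocyte difference at Day 4 was 25.4 points (exact permutation p = 0.0212). In cells with at least 500 counts, it was 22.3 points with exact permutation p = 0.0606. Without the highest 8% of doublet scores, the Monocyte difference of RAP was -0.114 in place of 0.819. With a protein taken as present above the 95th percentile of T and NK cells, the total MDSC difference of CCI was 1.44 in place of -0.658 and the PMN-MDSC difference of Day 4 was -0.0550 in place of 0.101. With protein counts thinned to 50, the gates held no cells, and this says nothing about stability. The granulocytic difference of Day 4 from CCI was -0.0962 in cells with at least 500 counts and -0.194 without the low-count cluster, in place of 0.195. The granulocytic cells with at least 500 counts numbered 1, 8, 0 and 18 in healthy subjects, Day 4, RAP and CCI, since most have fewer counts. The spliced difference of RAP was 0.549 in cells with at least 500 counts, 0.489 in monocytic cells and 1.03 as a ratio of sums, in place of -0.0824.

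With cells of at least 500 counts, or thinned to 500, the unspliced difference of cluster 2 from CD14+ monocytes rose to 3.15 and 3.10 points and passed the threshold (permutation p = 0.00195 and 0.00391, where the other settings gave 0.229 to 0.482). Thinning to 500 counts gave 41, 62 and 211 genes with a high unspliced ratio in CD14+ monocytes, cluster 2 and granulocytic cells, and 40 shared by the first and second, where the granulocytic number changed in depth and in cells together. Without Harmony, the connectivity of cluster 2 was 0.0705 with granulocytic cells and 0.240 with CD14+ monocytes. The share of granulocytic cells with a CEACAM8 count was 22.2% in cells with at least 500 counts.

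Gene counts are given as unadjusted p under 0.01 and then adjusted p under 0.05, for Day 4, RAP and CCI against healthy subjects and for CCI against RAP. In the M-MDSC pseudobulk they were 602, 166, 141 and 8, then 50, 4, 4 and 0. DESeq2 gave 689, 210, 215 and 13, then 223, 48, 25 and 1. Without the low-count filter, where 26526 genes were tested in place of 11452, edgeR gave 1495, 384, 369 and 89, then 618, 65, 43 and 2. With only the 2 groups compared it gave 281, 186, 188 and 26, then 34, 7 and 15, and in cells with at least 500 counts 585, 153, 134 and 5, then 49, 4 and 4. Surface-gated M-MDSCs gave 82, 50, 38 and 6, with 0 adjusted edgeR calls at Day 4 (205 genes at an unadjusted p under 0.05), 1 in RAP and 1 in CCI, and cluster 2 alone 207, 56, 36 and 4, then 15, 1 and 2. The CD14+ monocyte cluster alone gave 523, 151, 133 and 4, then 41, 14 and 4. The surface-gated M-MDSCs and cluster 2 have fewer cells and fewer tested genes (3980 and 4257).

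In the PMN-MDSC pseudobulk, the counts were 152, 51 and 46, then 61, 1 and 0. DESeq2 gave 165, 54 and 41, then 52, 1 and 2. Without the low-count filter they were 552, 212 and 163, then 198, 18 and 11. With only the 2 groups compared they were 34, 46 and 55, then 4 at Day 4 and 0 in RAP (edgeR, with 154 genes at an unadjusted p under 0.05, and 1 adjusted call by DESeq2 in the fit of all groups). In cells with at least 500 counts they were 100, 45 and 48, then 10 and 1 for Day 4 and RAP.

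The genes in all 3 comparisons at an adjusted p under 0.05 numbered 2 and 0 in the M-MDSC and PMN-MDSC pseudobulk. The septic gene list gave 0 calls with only the 2 groups compared and 1 in cluster 2 alone. With fry in place of camera, the ribosomal medians of 0.241 (M-MDSC, CCI), -0.598 (PMN-MDSC, Day 4) and 0.177 (PMN-MDSC, CCI) were no longer past the threshold. TGFB1 in RAP had a log2 fold change of 0.156 in cluster 2 alone and ranged from -0.0939 to 0.0859 (without R3) with each subject left out, in place of -0.05, and S100A6 at Day 4 ranged from -0.0513 (without D3) to 0.961. The single-gene calls lost under other settings were mostly lost in the smaller populations, the surface-gated M-MDSCs and cluster 2 alone, and in PMN-MDSC cells with at least 500 counts.

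With each subject left out in turn, the M-MDSC counts ranged from 351 (without D4) to 1176 (without D1) at Day 4, 104 to 201 in RAP, 69 to 70 in CCI and 3 to 20 for CCI against RAP, and the adjusted counts from 21 to 693, 3 to 13 and 2 to 9. A lone CCI subject is assumed to vary like the other groups. The PMN-MDSC counts ranged from 87 to 222, 29 to 66 and 28 to 31, and the adjusted counts from 1 (without D4) to 126 (without D1) at Day 4, 0 to 1 in RAP (edgeR, 0 without R2 and without R3, with 153 and 266 genes at an unadjusted p under 0.05) and 0 to 1 in CCI. The ranges of differences in percentage points were 16.1 to 24.7 (Monocyte, Day 4), -1.12 to 3.01 (Monocyte, RAP), -0.0656 to 0.291 (PMN-MDSC gate, Day 4), -2.18 to 0.859 (total MDSC, CCI), -1.09 to 1.05 (granulocytic, Day 4 against CCI), -1.57 to 1.37 (spliced, RAP) and -0.426 to 1.79 (spliced, CCI). The surface-gated M-MDSC, PMN-MDSC and E-MDSC differences of RAP and CCI were not run this way. For Day 4 against RAP, which holds the shared subject code, leaving out 1 or the other of its subjects gave 273 and 88 genes at an unadjusted p under 0.01, against 128 with all.

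The gate at the 95th percentile gave no PMN-MDSC pseudobulk, because only 2 subjects had at least 10 cells, and resolution 0.1 gave no cluster named for MDSCs. Scrublet's own threshold marked 147 of 94999 cells, 0.155%, and was replaced by the highest 8% of scores. Low counts per cell limit the granulocytic results, and the low protein counts limit the gates.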

Differences from the paper's values

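Values marked as the paper's come from its text, its supplementary tables or its figures read by eye, the errors of its fold changes are standard errors, and unless stated otherwise, alternatives are those set before the data were examined. The study reports 25 samples, of which 17 subjects were analysed here. The M-MDSC pseudobulk here takes CD14 lineage cells and is not matched to the paper's M-MDSCs. The PMN-MDSC pseudobulk here holds no CEACAM8 or MMP8 count and rests on a gate on few protein counts, so that it is not a like population to the paper's PMN-MDSCs.

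For genes at an unadjusted p under 0.01 in the PMN-MDSC pseudobulk, the paper gives 52 for Day 4 against healthy subjects and 3 shared by all 3 comparisons, against 152 and 8 here, and none of the alternatives came within the paper's range (87 to 552, with 34 when only the 2 groups were fitted). For CCI its table gives 87, and 4 at an adjusted p under 0.05, against 46 and 0 here (edgeR, with 199 genes at an unadjusted p under 0.05 and 2 adjusted calls by DESeq2), and no alternative came within range. For RAP the table has 0 adjusted calls against 1 here, and 0 was reached with only the 2 groups compared (154 genes at an unadjusted p under 0.05 by edgeR) and without R2 or R3, but not by the other alternatives, which gave 1, DESeq2 included, or 18 without the low-count filter.

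In the M-MDSC pseudobulk, the paper's table for CCI has 302 genes at an unadjusted p under 0.01 against 141 here, within range with DESeq2 (215) and without the low-count filter (369), and 39 at an adjusted p under 0.05 against 4, within range without the filter (43). For RAP the paper's 306 stands against 166, within range with DESeq2 (210) and without the filter (384), and its 33 adjusted calls against 4, within range with DESeq2 (48). For Day 4, 180 adjusted calls in the paper stand against 50, within range with DESeq2 (223). For CCI against RAP the paper's 71 stands against 8, within range without the filter (89). The remaining alternatives stayed outside in each case.

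Of log2 fold changes in the M-MDSC pseudobulk, the paper gives -0.59 (standard error 0.26) for TGFB1 at Day 4 against -0.23 here, within range without D3 (-0.34), 0.74 (0.34) for S100A10 in CCI against 1.40, within range without C1 (1.18), 4.90 (1.36) for ADAMTS2 at Day 4 against 7.39, 4.68 (1.02) for AMPH at Day 4 against 6.78, and 3.73 (1.36) for ADAMTS2 in RAP against 6.49, within range without R1 (4.05). No other alternative came within range, and none did for ADAMTS2 and AMPH at Day 4.

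Surface-gated M-MDSCs made up about 56%, about 82%, about 71% and about 71% in healthy subjects, Day 4, RAP and CCI in Fig. 1B, and the medians here were 1.40%, 2.26%, 1.48% and 1.57% of monocytic cells. PMN-MDSCs made up about 9.3%, about 8.9%, about 10% and about 8.1% in the same figure, against 1.44%, 2.16%, 2.16% and 1.35%. No alternative came within range, and the denominators and the population gated are not the same.

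In Fig. 3B the paper shows CD8+ T / NK cells in CCI at about 6.2% against 1.56% here, erythrocytes in CCI at about 2.4% against 0.813% and pDCs in CCI at about 0.81% against 0.121%, and no alternative came within range. It shows monocytes at about 56% in healthy subjects and about 55% in RAP, against 35.7% and 36.6%, within range without Harmony (43.0% and 50.2%) and in cells with at least 500 counts (43.1% and 50.3%) but not at resolution 0.5, and also with the low-count cluster counted as Monocyte (43.8% and 49.3%), an alternative chosen after the values were seen. Platelets at Day 4 were about 5.1% against 8.03%, within range under 3 alternatives (5.08%, 4.38% and 3.77%). Counting the low-count cluster as Monocyte leaves the platelet share unchanged and is not among them. In Fig. 6A, M-MDSCs were about 53% at Day 4, about 47% in RAP and about 42% in CCI, against medians of 17.4%, 12.4% and 20.6% for cluster 2, and the CCI value alone came within range, at resolution 1.0 (28.0%). Cluster 2 cannot be taken as a like class to the paper's M-MDSCs, since its leading genes held more H-MDSC markers than M-MDSC markers. Its correlation with the paper's M-MDSC markers was -0.590, but those lists compare MDSCs with one another and cannot decide this. The share here is taken over monocytic cells that include the 14999 cells of the low-count cluster 0.

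The paper states that total MDSCs rise in acute sepsis, and the gates here gave a Day 4 difference of 0.782 points (exact permutation p = 0.461), in the same direction but within the spread. It states that 4 kinds of MDSCs are found and that H-MDSCs occur in CCI, while here the naming could not resolve H-MDSCs, and granulocytic cells, which could not be parted, were found in each group (165 in CCI, 121 at Day 4, 27 in RAP and 11 in healthy subjects). Those of healthy subjects had 2274 CPM of the 10 granulocytic markers, against 12650 to 22170 in the septic groups. The paper describes MDSC subsets as closer to one another than to mature cells. Here cluster 2 had a connectivity of 0.111 with CD14+ monocytes and 0.0291 with granulocytic cells. Its strongest link was with the unnamed cluster 14 (0.206), which fitted the M-MDSC list best. Granulocytic cells were closer to cluster 2 and to cluster 14 (0.0432, and 1.00 without Harmony) than to CD14+ monocytes (0.000978). Cluster 14 had at least 10 cells in only 1 septic subject, and similar depth was not separated from similar expression. The paper finds CEACAM8 in several myeloid populations. The share of cells with a count was 13.9% in granulocytic cells and 0.0469% in CD14+ monocytes, against 0.0284% in CD4+ T cells. Cluster 0 in CCI also stood above the CD4+ T cells there, with 1.07% against 0.371%, as in the paper's reading. MK-like cells had 0.112%, CD16+ monocytes 0.0413% and cluster 2 0.0317%.

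The paper calls CD163, SNX3, IER2 and CTSZ different between septic groups, with a mixed model on single cells with an intercept per sample where sums per subject were tested here. CD163 and SNX3 did not pass the threshold adjusted over the list alone (edgeR, 0.0865 and 0.134 for Day 4 against CCI), while IER2 and CTSZ did (0.0455 for both), and the directions of all 4 were the paper's. It describes the most extreme changes of M-MDSCs at Day 4, where the median absolute log2 fold change here was 0.29 at Day 4 and 0.34 in CCI, with 0.25 and 0.29 in simulated unchanged groups of these sizes, although the counts of 602, 166 and 141 genes follow the paper's order.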

Other observations

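The tests of CD3 against the other proteins, of CD66b and of the low-count cluster were chosen after the results were seen.

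The counts of genes at an adjusted p under 0.05 were compared with 100 splits of the same subjects, the real one included, or all 35 for Day 4 against RAP. For RAP against healthy subjects in the M-MDSC pseudobulk only the real split, 1 of 100, gave 4 genes and the highest other gave 2, so that chance can be excluded at this threshold only, since at an unadjusted p under 0.01 the real split gave 166 genes and 15 of 100 splits were as large. It cannot be excluded for Day 4 (50 genes, highest other 827, 8 splits as large). For Day 4 against RAP the test is void, since 0 genes by edgeR (829 at an unadjusted p under 0.05, and 1 call by DESeq2) are reached by each of the 35 splits, and chance cannot be told apart. At an unadjusted p under 0.01, 16 of the 35 were as large as the real one with 128 genes, up to 928. In the PMN-MDSC pseudobulk it cannot be excluded for Day 4 (61 genes, highest other 457, 7 splits as large) or RAP (1 gene, highest other 502, 9 splits as large). CCI has 2 subjects and was not split. Simulated unchanged groups gave on average 58.25 (50 to 69) and 60.1 (45 to 74) genes at an unadjusted p under 0.01 for Day 4 and RAP in the M-MDSC pseudobulk, against 602 and 166, and 8.50 (4 to 14) and 5.40 (2 to 10) in the PMN-MDSC pseudobulk, against 152 and 51. Simulations hold only the spread that their model gives, so that the splits decide here.

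Of the paper's genes at an unadjusted p under 0.01 in its M-MDSC tables, 552 of 601 were tested here for Day 4, all 552 with the same direction, and 248 had an unadjusted p under 0.01 (29.0 by chance). For RAP, 285 of 306 were tested, 285 in the same direction and 93 at that threshold (4.13 by chance), and for CCI 270 of 302, 269 in the same direction and 66 at the threshold (3.32 by chance). For PMN-MDSCs, 54 of 79 tested genes had the same direction in CCI, 32 of 39 in RAP and 20 of 24 at Day 4, for which the copy of the table in hand held 31 of the 52 genes the paper gives. At an unadjusted p under 0.01 here were 3 of the 79 (0.914 by chance), 2 of the 39 (0.500 by chance) and 6 of the 24 (0.918 by chance). The samples are shared with the paper, so that the directions are not independent evidence.

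The protein counts followed the known cell classes only in part, with mean CD14 lower in CD4+ T cells than in monocytes in 17 of 17 subjects and the share of CD3 higher in 13 of 17. The ratio of the mean count in T cells to that in monocytes had a median of 0.847 for CD3 and 0.626 for CD14, between 0.468 (CD4) and 1.31 (CD66b), and CD3 had the highest of the 11 ratios in 0 of 17 subjects, where CD66b had it in 10. Free antibody in the droplets would level the classes, but does not account for the steady differences. Mean CD66b was higher in CD4+ T cells than in monocytes in 17 of 17 subjects and HLA-DR in 15 of 17 (1.54 against 1.15), while CD4 was lower in 17 of 17 (1.61 against 3.75), so that it is argued against as the whole cause. Whether it levels CD3 in part cannot be told apart, since the mean of CD3 was lower in CD4+ T cells and its share higher. A protein name attached to other counts was also tested, and CD15 had its highest share of protein counts in CD4+ T cells in 14 of 17 subjects (15.2% against 10.2% in monocytes), but its mean count was 2.11 against 2.05 (permutation p = 0.548), and the shares of HLA-DR, CD66b, CD183 and CD11b were higher in CD4+ T cells in 17 of 17 too, so that a wrong name cannot be told apart. Per cell, CD11b averaged 0.902 in CD4+ T cells and 0.946 in monocytes. No biological explanation was tested.

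The share of gated MDSCs fell with the protein counts per cell, with a Spearman correlation of -0.475 over 17 subjects (two-sided permutation p = 0.0559) and a Pearson correlation of -0.530 (two-sided permutation p = 0.0276). Within groups the Spearman correlation was -0.643 in healthy subjects (permutation p = 0.140) and -0.515 in septic subjects (permutation p = 0.134). A part of the gated cells may be cells whose HLA-DR went uncounted, and this cannot be told apart from a difference between persons with so few subjects.

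The low-count cluster 0 was compared with the paper's M-MDSC markers, as a hypothesis that the paper's class holds such cells, and had a Spearman correlation of -0.340 over 275 genes, where cDC2 had the highest, 0.564, CD14+ monocytes had -0.261, cluster 2 -0.590, the 15th of 17, and the granulocytic cluster -0.859, the lowest. The granulocytic cluster ranked first for the paper's E-MDSC markers (0.869 over 231 genes) and G-MDSC markers (0.743 over 330 genes). It also ranked first for the list of M-MDSC and G-MDSC markers (0.779 over 187 genes), where cluster 2 was 3rd (0.590). The paper's lists compare MDSCs with one another, so that the origin of cluster 0 cannot be told apart by them. No biological explanation was tested.

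As means over 4 subjects, granulocytic cells had more protein counts than CD14+ monocytes for CD14 (12.0 against 3.59), CD66b (2.94 against 0.715) and also CD3 (4.31 against 1.19), each higher in 4 of 4, and for CD15 (2.94 against 1.71), higher in 3 of 4. As a share of protein counts, CD66b (6.40% against 4.08%), CD14 (24.0% against 20.3%) and CD3 (9.29% against 6.61%) were higher in granulocytic cells in 4 of 4 subjects, and CD15 was lower in 4 of 4 (6.08% against 9.44%). Of canonical genes, granulocytic cells had 33 ARG1, 75 MMP8, 25 MMP9 and 20 TGFB1 counts in 313 septic cells, with 13, 1 and 19 of ARG1 and 28, 8 and 39 of MMP8 at Day 4, in RAP and in CCI, and no IL10 or NOS2 count in septic cells.

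The genes the paper names for H-MDSCs were read in septic granulocytic cells, cluster 2 and CD14+ monocytes. RGPD5, which has paralogs, had 1373, 935 and 493 CPM, TBL1X 1640, 996 and 540, MBNL1 1012, 543 and 527, SERF2 1791, 2537 and 1960, ATP5F1E 2338, 2874 and 2072, MT-ND1 2222, 2423 and 2068, and MT-ATP6 1733, 2117 and 1825. Of genes it names as shared with other MDSCs, IL1R2 had 163, 127 and 82.9 CPM, CST7 151, 19.2 and 5.95, and DNAH17 8433, 4473 and 2217. These are pooled values without a test.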
